# The VIL gene *CRAWLING ELEPHANT* controls maturation and differentiation in tomato via polycomb silencing

**DOI:** 10.1371/journal.pgen.1009633

**Published:** 2022-03-07

**Authors:** Ido Shwartz, Chen Yahav, Neta Kovetz, Matan Levy, Alon Israeli, Maya Bar, Katherine L. Duval, Ellen G. Krall, Naama Teboul, José M. Jiménez-Gómez, Roger B. Deal, Naomi Ori

## Abstract

VERNALIZATION INSENSITIVE 3-LIKE (VIL) proteins are PHD-finger proteins that recruit the repressor complex Polycomb Repressive Complex 2 (PRC2) to the promoters of target genes. Most known VIL targets are flowering repressor genes. Here, we show that the tomato VIL gene *CRAWLING ELEPHANT* (*CREL*) promotes differentiation throughout plant development by facilitating the trimethylation of Histone H3 on lysine 27 (H3K27me3). We identified the *crel* mutant in a screen for suppressors of the simple-leaf phenotype of *entire* (*e*), a mutant in the AUX/IAA gene ENTIRE/SlIAA9, involved in compound-leaf development in tomato. *crel* mutants have increased leaf complexity, and suppress the ectopic blade growth of *e* mutants. In addition, *crel* mutants are late flowering, and have delayed and aberrant stem, root and flower development. Consistent with a role for CREL in recruiting PRC2, *crel* mutants show drastically reduced H3K27me3 enrichment at approximately half of the 14,789 sites enriched in wild-type plants, along with upregulation of many underlying genes. Interestingly, this reduction in H3K27me3 across the genome in *crel* is also associated with gains in H3K27me3 at a smaller number of sites that normally have modest levels of the mark in wild-type plants, suggesting that PRC2 activity is no longer limiting in the absence of CREL. Our results uncover a wide role for CREL in plant and organ differentiation in tomato and suggest that CREL is required for targeting PRC2 activity to, and thus silencing, a specific subset of polycomb targets.

## Author summary

Plants form organs continuously throughout their lives, and the number and shape of their organs is determined in a flexible manner according to the internal and external circumstances. Alongside this flexibility, plants maintain basic developmental programs to ensure proper functioning. Among the ways by which plants achieve flexible development is by tuning the pace of their maturation and differentiation, at both the plant and organ levels. One of the ways plants regulate the rate of maturation and differentiation is by changing gene expression. Here, we identified a gene that promotes plant and organ maturation and differentiation. This gene, *CRAWLING ELEPHANT* (*CREL*) acts by bringing a repressing complex to target genes. We show the importance of CREL in multiple developmental processes and in the expression of multiple genes throughout the tomato genome.

## Introduction

Polycomb Repressive Complex 2 (PRC2) is a conserved complex that represses gene expression by trimethylating lysine 27 of histone H3 proteins (H3K27me3)[1–3]. PRC2 activity counteracts, and is counteracted by, the transcription-promoting functions of trithorax-group proteins [4]. The core PRC2 is composed of 4 subunits. In plants, some of these subunits are encoded by small gene families, allowing the formation of multiple, distinct complexes. Different plant PRC2 complexes have been shown to regulate specific developmental processes such as endosperm development, flowering time and flower development [2,3]. As PRC2 complexes do not have DNA binding domains, they are recruited to target loci by interacting proteins [2,5–10]. One of the most characterized PRC2-regulated processes in Arabidopsis is the induction of flowering in response to prolonged cold, termed vernalization. In response to vernalization, PRC2 promotes flowering by silencing the flowering inhibitor FLC. The vernalization-specific VRN-PRC2 complex is recruited to FLC by complexing with PHD proteins from the VERNALIZATION INSENSITIVE 3-LIKE (VIL) family [7,11–13]. In Arabidopsis, the VIL family consists of 4 members, including VIN3 and VRN5. Vernalization induces VIN3 expression, while VRN5 is expressed constitutively. VIL proteins also repress additional members of the FLC family during vernalization, and VRN5 and VIL2 are also involved in other flowering pathways [7,11,14,15].

VIL proteins have been identified from several plant species [16–25]. They have been shown to promote flowering in all tested species, including species that do not have an FLC ortholog and/or do not respond to vernalization. In rice, the *OsLF* and *OsLFL1* genes encode transcription factors that inhibit flowering and have been identified as VIL targets [18,20]. A VIN3 ortholog has also been identified in tomato [24]. While the vast majority of research on VIL proteins concerned their involvement in flowering induction, several studies reported additional developmental effects. For example, Arabidopsis *vrn5* mutants had increased leaf curling, increased numbers of petals, and distorted siliques [13]. In rice, *leaf inclination2* (*lc2*) mutants had an altered leaf angle, curled leaves and severe sterility, and other rice VIL genes were found to affect spikelet development, branching and grain yield [16,17,19,26]. Silencing the *Brachypodium distachyon BdVIL4*, which is similar to *VIN3*, led to increased branching [21]. Pepper *cavil1* mutants affect leaf development, apical dominance and branching [25]. However, the knowledge about the involvement of VIL proteins in these and other developmental processes is limited, and their role in compound-leaf development has not been explored. In addition, it is not clear whether VIL proteins recruit PRC2 mainly to targets involved in the induction to flowering or whether they have broader roles in plant development.

Tomato plants have compound leaves, which are composed of multiple leaflets [27]. The elaboration of compound leaves depends on slow maturation of the developing leaf, which enables an extended organogenesis activity at the leaf margin, during which leaflets are formed [28–32]. Leaflets are formed by differential growth at the leaf margin, where regions of blade growth are separated by intercalary regions of growth inhibition [33]. Auxin has been shown to promote growth and its response is inhibited in the intercalary domains [34–40]. Mutations in the tomato gene *SlIAA9/ENTIRE* (*E*), encoding an auxin-response inhibitor from the Aux/IAA family that specifies the intercalary domain, result in simplified leaves due to ectopic blade growth in the intercalary domain [34,41,42].

Here, a screen for suppressors of the *e* simple-leaf phenotype identified the *crawling elephant* (*crel*) mutant, which substantially suppresses the ectopic blade growth of *e*. We found *CREL* to encode a tomato VIL gene, related to Arabidopsis *VIL1/VRN5*. *crel* mutants affect many aspects of tomato development, including plant and organ maturation. Comparison of H3K27me3 modifications between wild type and *crel* plants showed that CREL is required for H3K27me3 deposition at approximately half of the H3K27me3-enriched sites found in wild-type plants. Therefore, CREL promotes maturation throughout the plant life by promoting selective deposition of H3K27me3 and gene silencing at a subset of PRC2 targets.

## Results

### *crawling elephant* (*crel*) mutants suppress *entire* (*e*) and have very compound leaves

*entire* (*e*) mutants, mutated in a tomato Aux/IAA gene, have simplified leaves in comparison to the wild-type compound leaves [34,40,42,43] (Fig 1A and 1B). To identify genes that are involved in compound-leaf development, we generated an Ethyl Methane Sulfonate (EMS) mutant population in the background of *e*, and screened for suppressors of the *e* simplified leaf phenotype. This screen identified the *crawling elephant-1* (*crel-1*) mutant as a strong *e* suppressor. *e crel-1* double mutants had distinct, clearly separate primary leaflets, and occasionally had secondary leaflets, in contrast to the mostly entire leaf shape of single *e* mutants (Fig 1A–1C). To characterize the unique *crel-1* phenotype, we backcrossed *crel-1* to the parental line (*Solanum lycopersicum* M82), and identified single *crel-1* F2 individuals (Fig 1D). Leaves of single *crel-1* mutants were much more compound than wild-type leaves, with a similar number of primary leaflets but many more secondary leaflets than the wild type. In contrast to wild type-leaves, *crel-1* leaves also had tertiary leaflets (Fig 1A, 1D, 1J and 1K). Therefore, *crel* mutants suppress the *e* simplified-leaf phenotype, and form many more leaflets in both the wild type and the *e* backgrounds. Interestingly, previously identified *e* suppressors such as *slmp* and *slarf19a*,*b* had a reduced number of leaflets in the respective single mutants [39].

**Fig 1:**
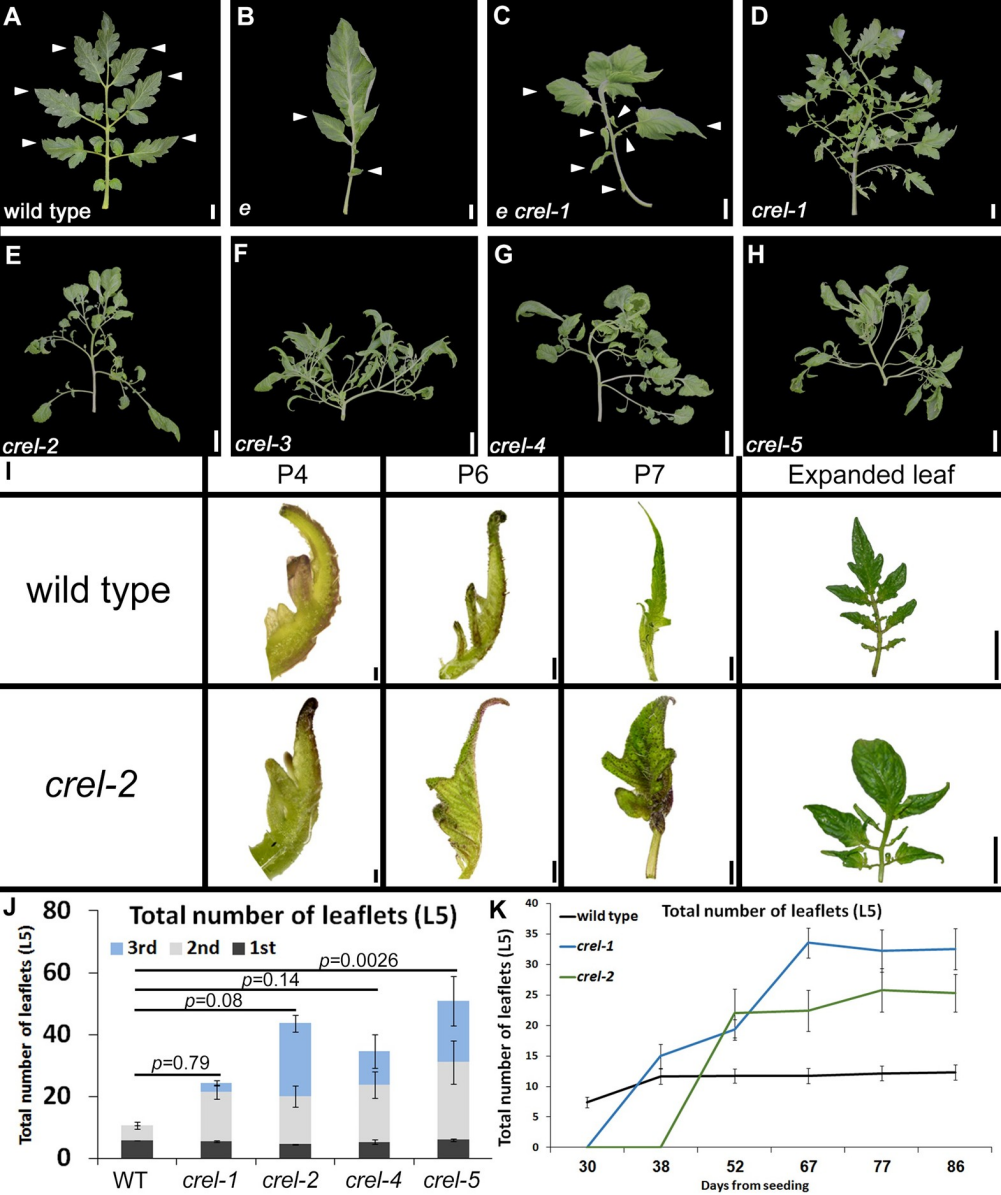
Mutating *crel* suppresses the *e* simple leaf phenotype and produces very compound leaves. (A-H) Mature 5^th^ leaves of the indicated genotypes. A-C suppression of *e* by *crel-1*; D-H: leaves of 5 different *crel* alleles. Scale bars: 2cm. (I) Early leaf development in the fifth leaf of wild type and *crel-2*. P4- P7 designate the developmental stages, where P4 is the forth youngest leaf primordium. Scale bars: 0.1 mm (P4), 0.5 mm (P6), 2 mm (P7), 2 cm (expanded leaf). (J) Quantification of the number of leaflets in a mature 5^th^ leaf of the indicated *crel* alleles, compared to the wild type. 1^st^, 2nd and 3^rd^ represent primary, secondary and tertiary leaflets, respectivley, where primary leaflets arise from the rachis, secondary leaflets arise from primary leaflets etc. (K) Leaflet production over time by the fifth leaf) L5) of the indicated genotypes.

We identified several additional *crel* alleles from the Menda EMS and fast neutron mutant population [44], in the M82 background, and confirmed allelism by complementation tests. The alleles showed a range of phenotypic severities, including a diverse increase in leaflet number (Fig 1E–1H, 1J and 1K). Similar to *crel-1*, *crel-2* also suppressed the *e* simplified leaf phenotype (S1A–S1D Fig).

### CREL acts during relatively late stages of leaf development

To investigate the timing of the effect of *crel* mutants on leaf development, we compared leaf development between wild type and *crel-1* plants. Early stages of leaf development were very similar between wild type and *crel-1* plants when similar developmental stages were compared, although the terminal leaflet expanded earlier in *crel-1* (Fig 1I). However, the rate of leaf and leaflet initiation was much slower in *crel-1* mutants than in the wild type (S1E Fig). At later stages of leaf development, when wild type leaves stopped generating new leaflets, *crel-1* and *crel-2* leaves continued to form leaflets more than a month later (Fig 1K). Therefore, *crel* leaves develop slower than the wild type, and while the terminal leaflet appears to differentiate early, overall leaf differentiation is substantially delayed in *crel* mutants.

To further characterize this effect of *crel* on leaf development, and understand the timing and developmental context of CREL action, we analyzed its genetic interaction with mutants that affect the developmental window of leaflet morphogenesis. Leaflets are formed during the morphogenesis stage of leaf development, which follows leaf initiation and precedes leaf expansion and differentiation [27,28,45,46]. The elaboration of compound leaves depends on an extended morphogenesis stage. The CIN-TCP transcription factor LANCEOLATE (LA) and the MYB transcription factor CLAUSA (CLAU) promote maturation and differentiation and thereby restrict the morphogenetic window [29,47–50]. *La-2* is a semi-dominant mutant in which *LA* is expressed precociously due to a mutation in the miR319 binding site. This accelerates leaf differentiation and leads to a simple leaf form (Fig 2A and 2C). *La-2* was epistatic to *crel-1* (Fig 2B–2D), indicating that the morphogenetic window in *La-2* is terminated before the timing of CREL action, in agreement with the relatively early effect of *LA* and late effect of *CREL* on leaf development. Leaves of loss-of-function *clau* mutants have an extended morphogenetic window, leading to a substantial increase in leaf complexity and leaflet number (Fig 2E) [48,51]. *crel-1 clau* double mutants had very complex leaves (Fig 2E and 2F), suggesting that CREL acts in parallel with CLAU to restrict leaf elaboration and promote maturation. Removing the activities of both regulators leads to prolonged, extensive leaflet morphogenesis. Together, these results suggest that CREL acts in relatively late stages of leaf development to promote maturation and differentiation.

**Fig 2:**
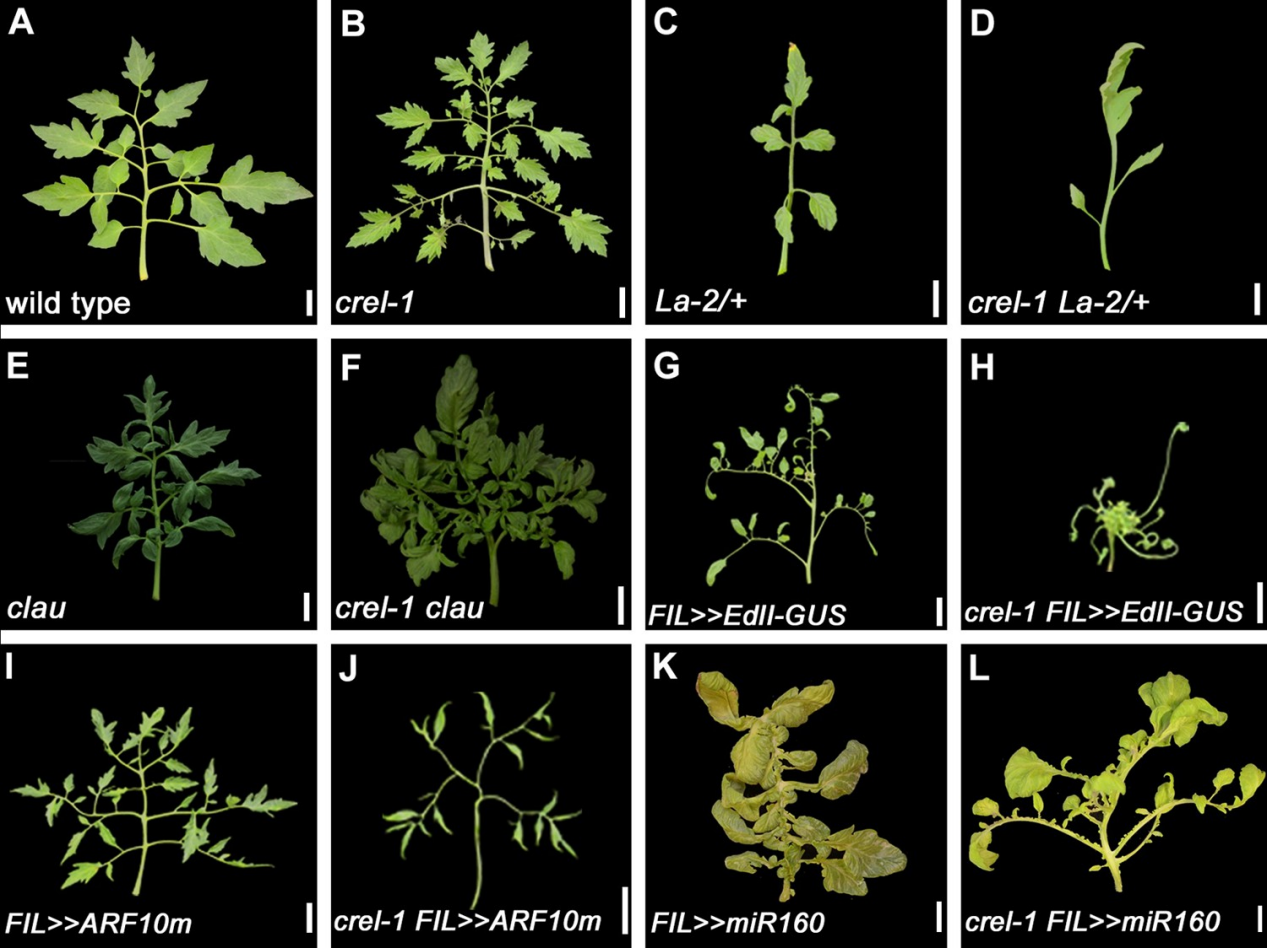
CREL acts relatively late in leaf development to promote differentiation and blade growth. (A-F, I, J) Mature 5^th^ leaves. (K,L) Mature 9^th^ leaves. (G, H) whole plants. Scale bars: 2cm. *FIL*>>gene refers to genotypes generated by the LhG4-OP transactivation system, where the gene is expressed in the *FIL* expression domain. The *FIL* promoter is expressed in leaf primordia [52]; *EdII-GUS* is a stabilized form of *E* fused to the GUS reporter; *ARF10m* is a mutant form of ARF10 that is mutated in the miR160 binding site. A-D—epistasis of *La-2/+*, in which differentiation is accelerated, over *crel*. E, F—enhancment of *crel* by *clau*, in which differentiation is delayed. G-J–enhancment of genotypes with narrow leaves due to reduced auxin response by *crel*. K, L–suppression of the ectopic blade growth of *FIL>>miR160* by *crel*, similar to the effect on *e*.

The suppression of the *e* phenotype by *crel* raised the question of whether CREL is also involved in the differential growth at the leaf margin that leads to the formation of separate leaflets. To address this question, we crossed *crel* to mutants affected in auxin-mediated blade growth. Ectopic expression of a stabilized form of E resulting from a mutation in domain II of the E (IAA9) protein (EdII) resulted in leaflet narrowing [42], (Fig 2G). This effect was strongly enhanced in the *crel-1* background (Fig 2H), suggesting that E inhibits and CREL promotes blade expansion, but they act in at least partially parallel pathways. Similarly, *crel-1* enhanced the narrow blade phenotype resulting from ectopic expression of a miR160-resistant ARF10, a negative regulator of blade expansion (*FIL>>ARF10m*, Fig 2I and 2J). In agreement, *crel-1* suppressed the ectopic blade growth resulting from ectopic expression of miR160, which negatively regulates ARF10 and 4 additional ARF proteins (*FIL>>miR160*, Fig 2K and 2L) [40]. The suppression of *FIL>>miR160* was more prominent in later leaves than in early leaves (S2 Fig). Interestingly, leaflet number was reduced in *FIL>>ARF10 crel-1* relative to both single mutants, and *crel-1 FIL>>EdII-GUS* plants were extremely small with almost no leaflets, suggesting that extreme repression of lamina growth leads to a reduction in leaflet formation and overall growth. Together, these results suggest that CREL promotes blade growth during compound-leaf development, and acts at least partially in parallel to auxin.

### CREL is a VRN5 homolog

To identify the *CREL* gene, we genetically mapped the *crel-1* mutation using an F2 mapping population from a cross between the *crel-1* mutant, in the *Solanum lycopersicum* M82 background, and *S*. *pimpinellifolium*. *crel-1* was mapped to chromosome 5. Further mapping was hampered by an introgression of *S*. *pimpinellifolium* sequences in the M82 line in this region [53]. We therefore used RNA-seq to identify possible causative mutations in *crel-1* and *crel-2*, which led to the identification of mutations in the gene *Solyc05g018390* in both *crel-1* and *crel-2*. In *crel-1*, a G to A substitution at position 4264 from the transcription start site (TSS) led to a stop codon in exon III. The fast neutron allele *crel-2* contains a 12,826-bp-long deletion, which results in the elimination of exon I and II and part of exon III (Fig 3A). Sequencing the Solyc05g018390 gene in two additional *crel* alleles identified a 1-bp deletion in the first exon at position 322 from the TSS in *crel-3*, and an A to T substitution in position 3630 leading to a stop codon in the third exon in *crel-5* (Fig 3A). We therefore concluded that Solyc05g018390 is *CREL*. *CREL* is predicted to encode a plant homeodomain (PHD) finger protein (Fig 3A and 3B). It is most similar to the Arabidopsis VRN5 gene.

**Fig 3:**
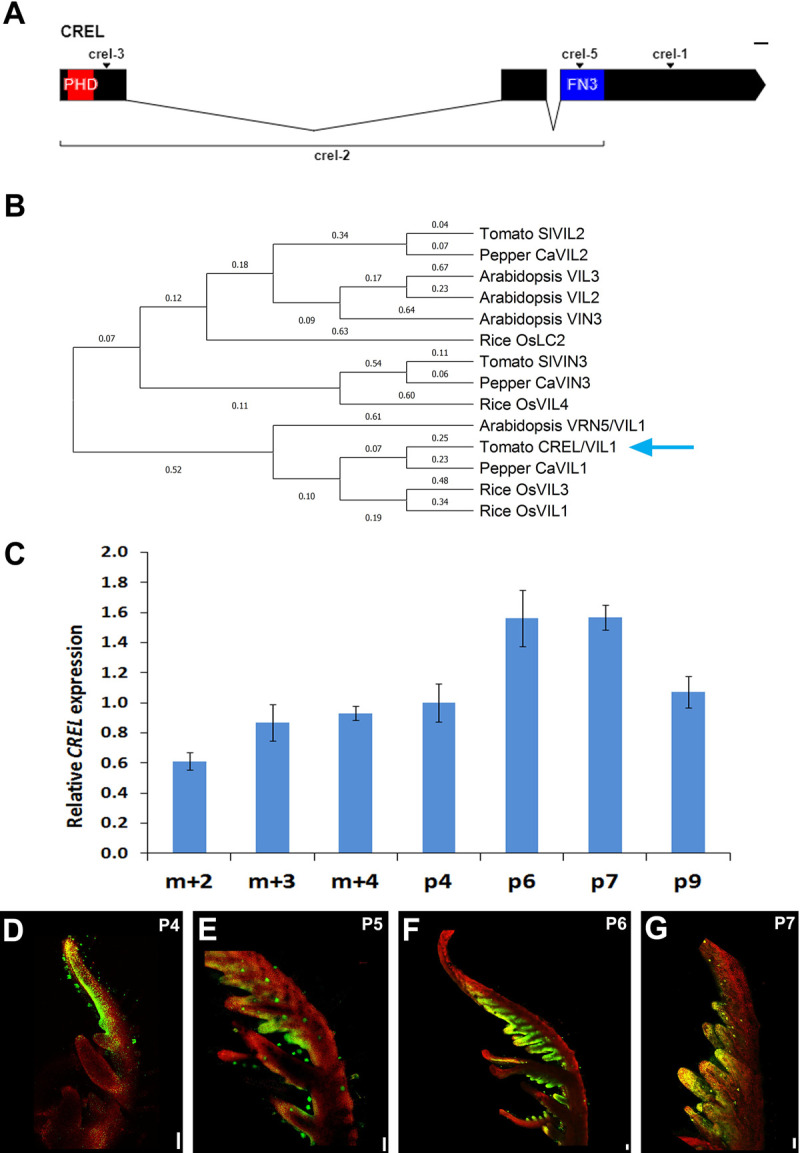
CREL encodes a VRN5/VIL1 homolog expressed at late stages of leaf development. (A) A diagram of the CREL (Solyc05g018390) gene. The boxes indicate exons and the combining lines introns. The location of the mutation in 4 *crel* alleles is indicated. (B) A phylogenetic tree of the tomato, Arabidopsis, rice and pepper VIL proteins, constructed using MEGA X [54,55] using a Maximum Likelihood method. Branch lenghts represent the expected number of substitutions per site. The blue arrow points to CREL. (C) qRT-PCR analysis of *CREL* mRNA expression at successive developmental stages of the 5th leaf. m+2, 3, or 4 represents the meristem and the 2, 3, or 4 youngest leaf primordia, respectively. P4-P9 represent isolated leaf primordia at the respective developmental stage (see Fig 1). Error bars represent the SE of at least three biological replicates. (D-G) Confocal images of leaf primordia of the indicated stages, expressing *pCREL>>YFP*, using the transactivation system, as in Fig 2. P4-P7 represent the 4^th^-7^th^ youngest leaf primordia, respectively. In G, a leaflet from a P7 primordium is shown. Scale bars: 0.1 mm.

### CREL is expressed in expanding blades

We characterized the expression of *CREL* in the fifth leaf produced by the plant, at different developmental stages, to examine how its expression correlates with its activity. *CREL* was expressed throughout leaf development, with relatively low expression in apices containing the SAM and very young P1-P3 primordia. Later, its expression was gradually upregulated, peaking at P6/P7 (Fig 3C). To spatially localize *CREL* in leaf primordia, we cloned a 2960-long *CREL* promoter and used it to generate a CREL driver line in the transactivation system [52,56]. In developing leaves, the *CREL* promoter drove expression in leaf margins. In agreement with the qPCR experiment, expression appeared lower in young primordia, and increased from P4 on. Expression was mainly visible in expanding regions of the leaf margin, the terminal leaflet at P4, and the expanding leaflets at P6 and on (Fig 3D–3G). The expression appeared to follow the basipetal differentiation wave of the leaf, with strong expression first appearing in the terminal leaflet, which is the first to expand and differentiate, and then progressing basipetally in expanding leaflets. This leaf expression pattern is compatible with the *crel* leaf phenotype, which starts to differ from the wild type around the P5 stage (Fig 1I), and with the genetic interactions showing that *crel* affects leaf maturation and blade formation (Fig 2).

### *CREL* promotes multiple aspects of plant maturation and differentiation

In addition to their effect on leaf differentiation and patterning, additional differentiation processes were also delayed and/or impaired in *crel* mutants. *crel* plants failed to maintain an upright position and the plants exhibited a sprawling growth habit. Similar to the effect on leaf shape, this phenotype developed at a relatively late stage of plant development (Fig 4A and 4B). To understand the basis for the "crawling" phenotype, we dissected developing wild-type and *crel-2* stems at successive developmental stages. We sectioned the internode between the cotyledons and the first leaf from different plants grown together, between the ages of 3 and 10 weeks. In three-week-old plants, *crel-2* stems were narrower than the wild type with nearly normal although slightly less developed vascular bundles (Fig 4C, 4D, 4I and 4J). *crel-2* vasculature continued to develop slower than the wild type, and ceased maturation and differentiation prematurely. This resulted in a thin and undeveloped xylem in *crel-2* stems. Specifically, *crel-2* stems failed to complete a vascular cylinder, and had only partial secondary xylem development (Fig 4E–4H, 4K–4N). The reduction in supporting tissue likely contributes to the reduced strength of the *crel* stem.

**Fig 4:**
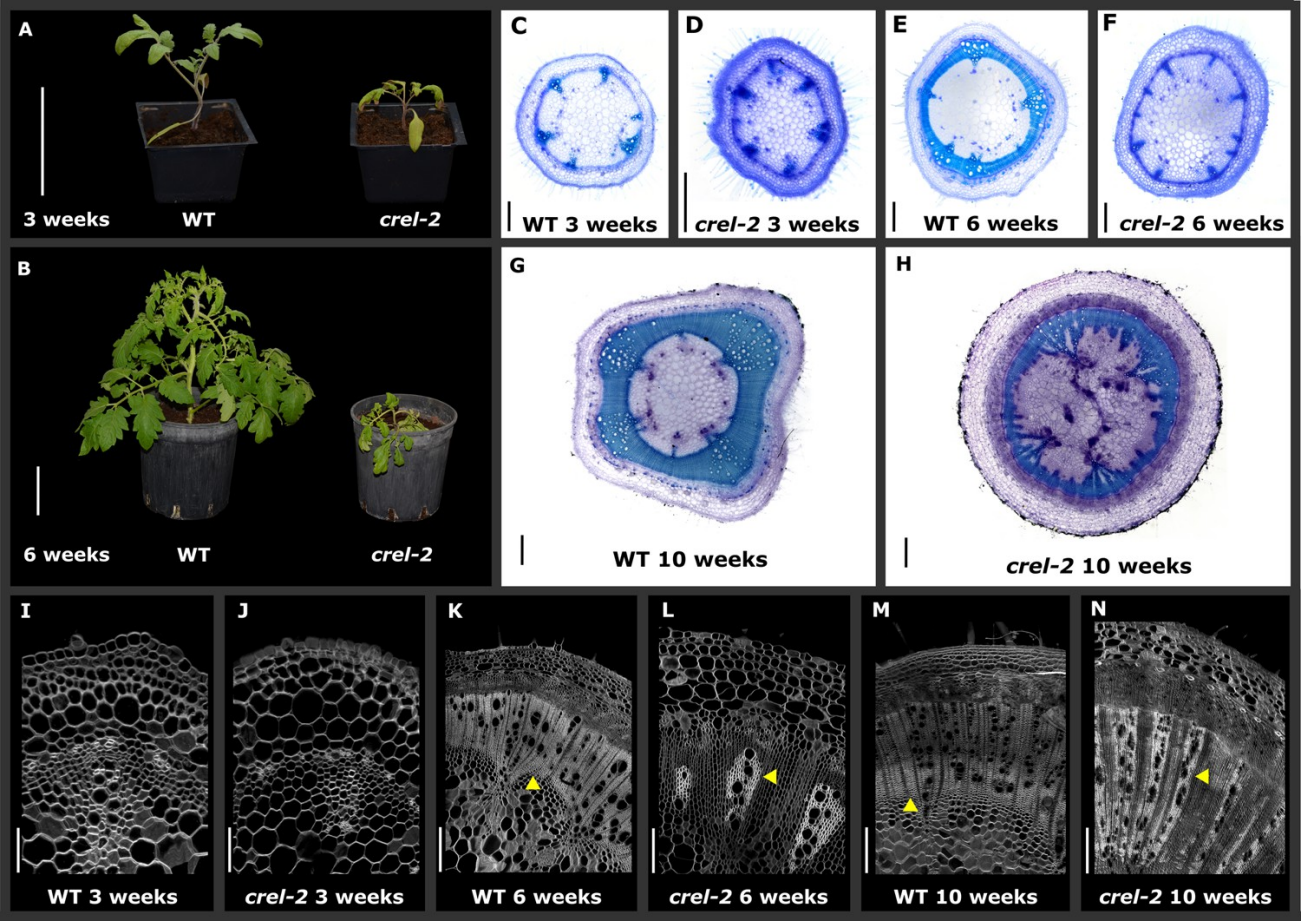
CREL promotes stem vasculature maturation and differentiation. (A, B) Whole plants of the indicated genotypes and ages. Scale bars: 10 cm. (C-H) stem cross sections, dissected from the first internode of the plant (between the hypocotyl and first leaves) at the indicated times after germination and stained with Toluidine blue. Scale bars: 500 mm. (I-N) Confocal images of stem cross sections, taken from the first internode of the plant at the indicated times after germination. Yellow arrowheads point to differentiated (WT) or undifferentiated (*crel-2*) xylem/ vasculature. Scale bars: 100 mm (I,J); 200 mm (L); 500 mm (K,M,N).

Root vasculature development was also delayed and impaired in *crel* mutants. *crel-2* roots were narrower than wild-type roots, and their vascular tissue developed slowly and failed to reach full differentiation (Fig 5A–5F). To investigate the effect of *crel* on the root system as a whole, wild type and *crel-2* plants were grown hydroponically, and root volume and length were calculated at successive times. Root volume and length were reduced in *crel-2* plants, and the difference increased with time, although the difference was statistically significant at one of the time points only (Fig 5G and 5H). Therefore, CREL plays an important role in root development and differentiation.

**Fig 5:**
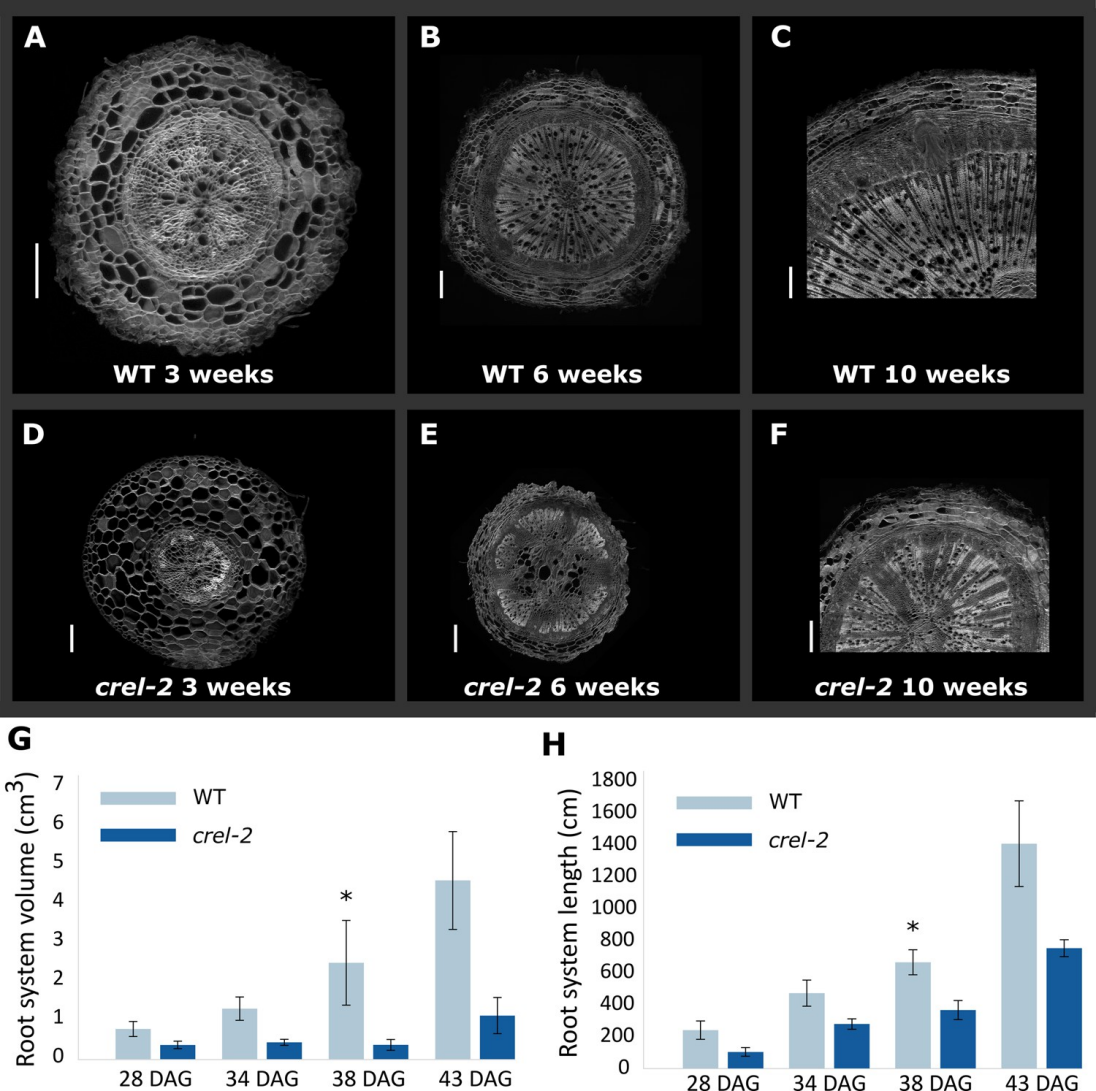
CREL promotes root development and differentiation. (A-F) Confocal images of root cross sections of the indicated genotypes dissected from the upper part of the primary root. Scale bars: 200μm (A, B, G); 500μm (C-F). (G) Root system volume at different times after germination, calculated with WinRhizo software. Shown are averages and SE of 3 plants (n = 3). Asterisks indicate statistically significant differences between *crel-2* and WT, by Student’s t test, *p < 0.05. (H) Root system length at different times after germination (DAG), calculated withWinRhizo software. Shown are averages and SE of 3 plants (n = 3). Asterisks indicate statistically significant differences between *crel-2* and WT, by Student’s t test, *p < 0.05.

The *crel* mutation also affected flowering time and flower development. *crel-1* and *crel-2* mutants flowered much later than the wild type, after producing 12–13 leaves, compared to 6 leaves in the wild type (Fig 6A). Mature *crel* flowers were not fully developed, had short and distorted organs and were sterile (Fig 6B and 6C). Early flower development was similar between wild type and *crel* plants, except for the sepals that were curled backwards in *crel*, resulting in an open bud where the inner organs were not covered by the sepals. However, *crel* flower organs ceased development and growth prematurely (Fig 6D–6G). Therefore, *crel* mutants were delayed in multiple developmental pathways. In some cases such as flower, stem, and root development, these organs failed to properly differentiate, while in others, such as leaf development and flowering time, they differentiated substantially slower than the wild type. Overall, *crel* plants had aberrant plant and organ structure, which resulted in weak and sterile plants.

**Fig 6:**
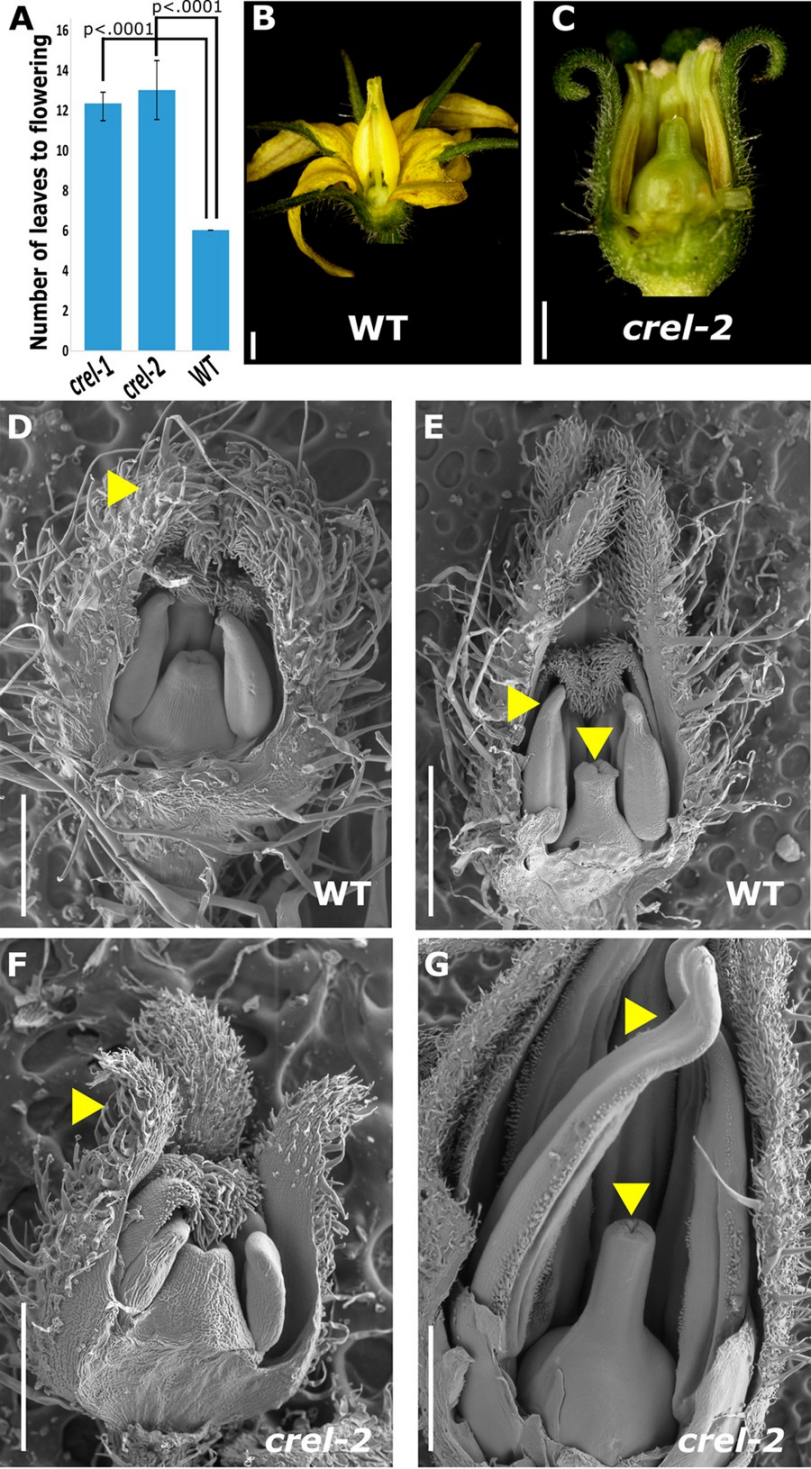
CREL promotes flowering, floral organ growth, and differentiation. (A) Flowering time, measured by number of leaves produced before flowering, of the indicated genotypes. Error bars represent the SE; *p*-values indicate differences from WT, as determined by Dunnett`s test. n = 12 (wt, *crel-1*) and 4 (*crel-2*). (B, C) Stereoscope images of mature flowers. Scale bars: 1mm. (D-G) Scanning electron microscope (SEM) micrographs of the indicated genotypes at 2 early developmental stages. D, F—0.5 mm long stage 6 flowers; E, G—1 mm long stage 11 flowers (according to [57]. Yellow arrowheads point to normal (WT, D) and distorted (*crel-2*, F) young petals, and to normal (WT, E) and distorted (*crel-2*, F) stamens and stigma. Scale bars: 1mm (E, G); 0.5mm (D, F).

In Arabidopsis, VIL proteins affect flowering time by silencing the expression of the flowering repressor FLC. Three tomato genes were included in the FLC/MAF clade in a phylogenetic analysis of tomato MADS-box genes, *SlMBP8* (Solyc12g087830), *SlMBP15* (Solyc12g087820) and *SlMBP25* (Solyc05g015730) [58] (S3A Fig). Of these, only *SlMBP8* shared a similar gene structure with *FLC*. *SlMBP8* showed reduced H3K27me3 enrichment in *crel-2* mutants and was upregulated about 2-fold in *crel-2* by qRT PCR (S3B–S3E Fig). Therefore, *SlMBP8* may be involved in the late flowering phenotype of *crel*, but further analysis is required to assess its role.

### CREL mediates H3K27me3 modifications at a subset of polycomb-silenced genes

Homology of *CREL* to the Arabidopsis *VRN5* gene suggested that it may be involved in the repression of gene expression by promoting PRC2-mediated H3K27me3 modification. To test this prediction, we performed ChIP-seq for the H3K27me3 modification in shoot apices of 4-week-old wild-type and *crel-2* plants (S2 Table). 

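Chromatin was immunoprecipitated with an antibody against H3K27me3, the histone mark deposited by PRC2, from shoot apices of plants grown for 28 days. There were 2 wild-type and 2 *crel-2* replicates, each with an input library that was not used here. The authors mapped the reads with Bowtie2, kept reads with a mapping quality of at least 2, removed PCR duplicates and called peaks in each replicate separately with HOMER. What they deposited for each replicate is the start and end of every peak, without a height, a score or a p-value. Only the presence and the width of peaks could therefore be compared, and the coverage behind a peak is not known. The Methods name the SL3.0 build of the tomato genome, whereas the deposited peaks carry the sequence names of SL2.40, so every position given here is on SL2.40. The deposited lists hold 18194 peaks for wild-type replicate 1, 16530 for wild-type replicate 2, 9116 for *crel-2* replicate 1 and 9321 for *crel-2* replicate 2. The numbers that the paper reports in S2 Table are 14588, 14987, 8152 and 7693, in the same order. The same table of the paper gives 12584778 and 10304840 filtered reads for the wild-type replicates and 11152289 and 18955276 for the *crel-2* replicates. For wild-type replicate 1 the paper lists 5892974 total reads, fewer than its filtered reads, so the depth of that library is not settled. A region was taken as reproducible where peaks of both replicates shared at least 1 bp, and the shared interval was kept. A site was called lost or gained only if no base of it lay in a reproducible region of the other genotype. With only 2 replicates per genotype no test between genotypes was run on the peak lists. The spread is given by the comparisons of single replicates.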

In wild-type tissue, H3K27me3 was found to be enriched in a characteristic pattern over gene bodies, with *crel-2* mutants showing a decrease in average H3K27me3 over genes (Fig 7A). To determine whether this decrease was due to a small loss at all H3K27me3 sites or a large loss at a smaller number of sites, we identified all enriched sites found in two replicates for each genotype and compared these reproducibly enriched sites between wild-type and *crel-2*. 

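The wild-type peaks covered 59.2 Mb in replicate 1 and 56.7 Mb in replicate 2, and the *crel-2* peaks covered 41.9 Mb and 44.3 Mb. The overlap of each pair of peak lists was measured with the Jaccard index, the number of bases that both lists cover divided by the number that either covers. This index was 0.802 between the wild-type replicates and 0.853 between the *crel-2* replicates. Between a wild-type and a *crel-2* replicate it lay from 0.473 to 0.486 in all 4 pairs, so the genotypes differed more than the replicates of either genotype did. Of the peaks of wild-type replicate 2, 89.5% overlapped a peak of wild-type replicate 1, and 45.7% overlapped a peak of *crel-2* replicate 2. The comparison was less uneven from the side of the mutant. A wild-type peak of replicate 1 was present at 77.4% of the peaks of *crel-2* replicate 1 and at 75.3% of those of replicate 2. When the share of overlapping peaks took the place of the Jaccard index, the mean within genotypes was 0.854 and the mean between genotypes was 0.598.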

Of the 14,789 reproducibly enriched regions in WT, 7,469 of these sites were essentially depleted of H3K27me3 in *crel-2* mutant plants (Fig 7B and 7D; *crel-*lost H3K27me3 sites). 

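In the deposited peak lists, 15590 regions were shared by the wild-type replicates and 8379 by the *crel-2* replicates. Of the wild-type regions, 8594 had no overlapping *crel-2* region, which is 55.1% (95% Wilson interval 54.3 to 55.9, for counting error only), and the other 6996 overlapped one. The share moved most when overlaps had to cover 50% of each interval, to 67.7%, a setting in which regions with a smaller overlap also count as lost. Leaving out 1 replicate at a time, with the remaining replicate's peaks standing for its genotype, gave between 8209 and 10869 lost sites and a share between 52.7% and 59.7%. Of the lost sites, 589 had a peak in at least 1 of the *crel-2* lists. That is 6.85%. When the lost sites were placed at random on the same chromosome 1000 times, between 7.61% and 9.16% overlapped a *crel-2* peak. Such placements can fall on reproducible *crel-2* regions, which lost sites by definition cannot. When they were placed outside these regions, a comparison chosen after seeing the data, between 0.943% and 1.68% did. Lost sites thus had a *crel-2* peak in 1 replicate more often than sites placed evenly along the chromosome. The placements did not keep the place on the chromosome, and 19.9% of the lost sites lay in its central 50%. The lost regions were narrower, with a median of 1283 bp against 3514 bp for the wild-type regions also found in *crel-2*. Regions of 500 bp to under 1000 bp were lost in 74.2% of cases and regions of 8000 bp or more in 16.7%, which still were 246 of 1477. From the sites that disappear next to those that remain, the paper concludes that CREL acts on H3K27me3 at a subset of polycomb-target sites.

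**Figure D1:**
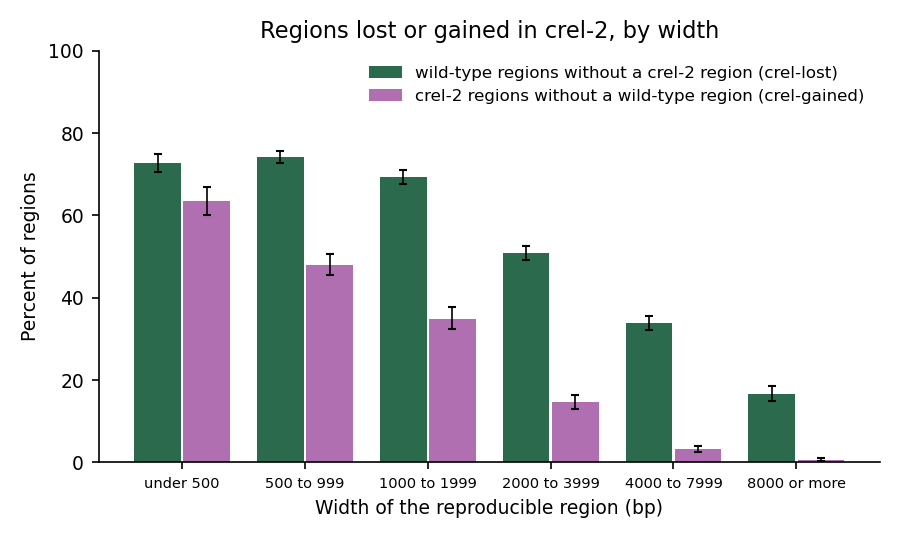
Percent of reproducible wild-type regions without a *crel-2* region (*crel*-lost, green) and of reproducible *crel-2* regions without a wild-type region (*crel*-gained, purple), by width of the region in bp, with 95% Wilson intervals as error bars. The lost share is 74.2% at 500 bp to under 1000 bp and 16.7% at 8000 bp or more.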

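Of the 8379 regions shared by the *crel-2* replicates, 1910 had no overlapping reproducible wild-type region, which is 22.8% (95% Wilson interval 21.9 to 23.7). These regions had a median width of 721 bp, and the *crel-2* regions also found in wild type had a median of 3950 bp. Together the gained regions covered 2.28 Mb and the regions found in wild type but not in *crel-2* covered 17.8 Mb. The number was 1336 when a peak in either wild-type replicate was enough to exclude a region. It was 1652 or 1549 when a wild-type replicate was left out, and 2727 or 2460 when a *crel-2* replicate was left out.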

Interestingly, 1,295 sites showed increases in H3K27me3 in the *crel-2* mutant (Fig 7C and 7E; *crel-*gained H3K27me3 sites). The vast majority of these sites are normally enriched for H3K27me3 in wild-type, suggesting that in the absence of CREL, excess PRC2 activity is directed to these sites that were only modestly enriched with H3K27me3 in wild-type. 

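The peak lists show wild-type enrichment only where it passed the authors' peak calling, and they hold no signal below it. Sites that touch a reproducible wild-type region are excluded from the gained sites by definition, which limits the share with a wild-type peak. A peak in at least 1 wild-type list overlapped 574 of the 1910 gained sites, or 30.1% (95% Wilson interval 28.0 to 32.1). Replicate 1 had a peak at 361 of them and replicate 2 at 258. The rest had no called peak in either wild-type replicate. In the same kind of random placement, between 8.69% and 13.5% of the sites overlapped a wild-type peak, and between 1.31% and 3.46% did outside the reproducible wild-type regions. The observed share lay above all placements of both kinds. Read signal, as plotted in Fig 7C and 7E, was not analysed here.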

The *crel-*lost and *crel-*gained H3K27me3 site coordinates as well as associated genes are described in S3 Table.

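The following positions are on SL2.40 and do not match the SL3.0 positions of S3 Table. The widest *crel*-lost site lies on chromosome 1 from 70780223 to 70807573 and spans 27351 bp. The next are on chromosome 10 from 52781498 to 52804494 and on chromosome 7 from 7617518 to 7639604, with widths of 22997 bp and 22087 bp. At all 3 sites both wild-type replicates had a peak and neither *crel-2* replicate did. The widest *crel*-gained site lies on chromosome 2 from 33427054 to 33441625 and spans 14572 bp. Both wild-type lists also have a peak within it, but their peaks share no base. The second is on chromosome 8 from 54983695 to 54994991, where wild-type replicate 1 had a peak. The third is on chromosome 1 from 4079812 to 4089459, where neither wild-type replicate had one. Which genes lie at these sites was not analysed here, since no annotation of SL2.40 was used. Across the 12 chromosomes, the share of wild-type regions that were lost lay between 50.8% on chromosome 12 and 61.9% on chromosome 2. With the end of the last peak taken as the end of a chromosome, 19.9% of the lost sites lay in the central 50%, as did 38.6% of the *crel-2* regions shared with wild type and 47.7% of the gained sites. Gained sites lay there more often than lost sites on 12 of 12 chromosomes (two-sided exact sign test, p = 0.000488). They lay there more often than the shared regions on 10 of 12 (p = 0.0386 from the same exact test), with chromosomes 4 and 9 as the exceptions. These comparisons of position were chosen after the values were seen. In S3 Table, the paper's sheet of *crel*-gained sites has 1050 rows, of which 886 are marked intergenic, and of its sheet of *crel*-lost sites the first 1998 of 5199 rows were held here.

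**Figure D2:**
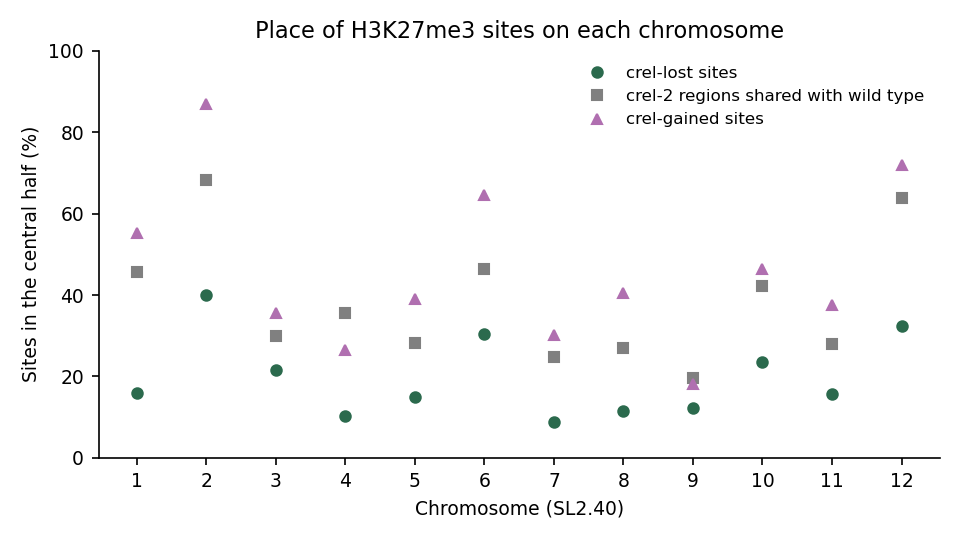
Percent of sites whose midpoint lies in the central 50% of each SL2.40 chromosome, for *crel*-lost sites (circles), *crel-2* regions shared with wild type (squares) and *crel*-gained sites (triangles), each point being 1 chromosome. The triangles lie above the circles on all 12 chromosomes.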

**Fig 7:**
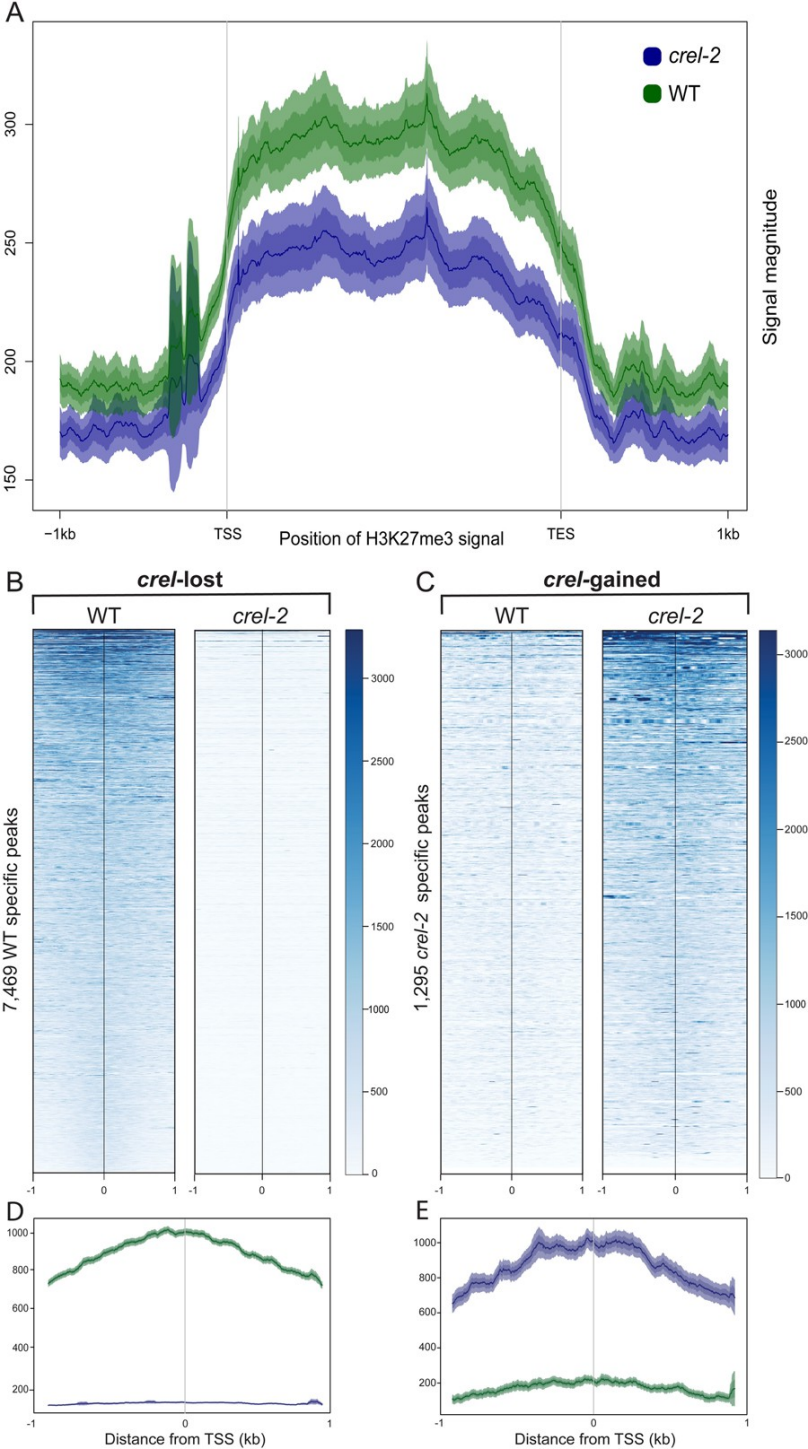
CREL mediates H3K27me3 modifications at a subset of polycomb-target sites. (A) Normalized H3K27me3 signal displayed across all protein-coding genes in WT and *crel-2* mutant shoot apices. (B) Heatmaps of H3K27me3 signals at 7,469 sites identified as reproducibly enriched in WT but lost in *crel-2* (*crel*-lost sites). Signals are centered in the middle of each enriched region and extend +/- 1 kb in each direction. (C) Heatmaps of H3K27me3 signals at 1,295 sites identified as reprodicbly enriched in *crel-2* plants but not in WT (*crel*-gained sites), displayed as in (B). (D) Average plots of WT and *crel-2* H3K27me3 at the 7,469 *crel*-lost sites shown in panel B. (E) Average plots of WT and *crel-2* H3K27me3 at the 1,295 *crel*-gained sites shown in panel C.

To examine the effects of H3K27me3 loss on the transcriptome, we performed RNA-seq in multiple replicates on shoot apices of 4-week-old wild-type plants and plants with 3 independent *crel* alleles (Fig 8). 

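Total RNA from shoot apices was sequenced in 7 *crel* and 3 wild-type libraries, with plants of the same age and growth as for ChIP-seq. The *crel* libraries come from line m3504 with 2 libraries, line m3852 with 3 and line m4695 with 2. Line m3504 is *crel-2*. The sample labels give *crel-1* for m3852 and *crel-3* for m4695, whereas S2 Table gives *crel-5* and *crel-4*. The authors trimmed the reads with Trimmomatic, mapped them to SL3.0 with STAR, counted them on genes with featureCounts and compared all *crel* with all wild-type libraries in DESeq2. They deposited the result of that comparison, with 1 mean normalized count per gene over all 10 libraries and no column for a single library. Differences between the lines, between replicates and with a replicate left out were for this reason not analysed here. The paper's S2 Table lists between 7881241 and 25755282 mapped reads per library, with a median of 17838719 for *crel* and 22082389 for wild type. In 5 of the 10 libraries it lists more reads assigned to genes than mapped reads, so the depth per gene count is not settled. The authors' deposited table has 35825 genes, of which 34439 have a log2 fold change and 31759 an adjusted p-value. The adjusted p-values were recomputed from the p-values over those 31759 genes by the Benjamini-Hochberg method, and 100% were within 1% of the deposited ones. The paper's threshold of 1.395673e-06, which is 0.05 divided by 35825, is applied to these adjusted values, together with an absolute log2 fold change over 0.6.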

RNA was prepared from a total of seven biological replicates of *crel* mutant plants and compared to three biological replicates of wild-type *S*. *lycopersicum*. 

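In the authors' deposited table, *CREL* (Solyc05g018390.3) had a mean normalized count of 376 and a log2 fold change of -1.16, with a standard error of 0.95 and an adjusted p-value of 0.339 from DESeq2. This value pools all *crel* lines. By the paper, *crel-2* lacks whole exons of the gene, whereas *crel-1*, *crel-3* and *crel-5* carry changes of single bases. The pooled count therefore cannot tell whether the gene's function was lost. The tally of the authors' deposited table at an adjusted p-value under 1.395673e-06 gave 706 genes, of which 696 also passed the fold change limit. The median log2 fold change was 1.94 for the genes that rose and -1.40 for those that fell, in the authors' deposited table. An adjusted p-value under 0.05 with the same fold change limit would call 4839 genes higher and 1970 lower in the authors' deposited table, and the split moves from 61.9% to 71.1% higher. The largest rises past the threshold in the authors' deposited table were those of Solyc02g094110.1, with a log2 fold change of 8.64 (standard error 1.32), and Solyc11g012980.1, with 7.90 (standard error 1.22). Since the values per library are not known, it cannot be told whether the wild-type libraries had any reads of these genes. The largest falls past the threshold in the authors' deposited table were those of Solyc07g061750.3, with -4.49 (standard error 0.55), and Solyc11g011030.2, with -4.01 (standard error 0.69). Of the 431 genes that rose in the authors' deposited table, 3 had a mean count under 30, as did 1 of the 265 that fell.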

Differential gene expression analysis revealed that 431 genes were significantly upregulated in all *crel* mutants and 265 were significantly downregulated compared to the wild-type (Fig 8A and S4 Table). Gene ontology analysis utilizing agriGO [59] showed significant enrichment among these upregulated genes for the biological function “Transcription Factor Activity” (FDR = 8.1e-6) and other terms associated with transcriptional regulation (S5 Table). 

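The term was tested in S5 Table on the genes that agriGO could map, which were 38 of the 431 upregulated genes, or 8.82%. Of these, 9 carried the term, against 624 of the 16941 background genes, which is 23.7% against 3.68%. A one-sided exact hypergeometric test on these counts gave p = 7.37e-06, and Benjamini-Hochberg adjustment over the 10 molecular function terms that S5 Table lists gave 2.46e-05. In the authors' deposited table, the 9 genes had log2 fold changes from 0.88 to 7.90 and mean counts from 81.5 to 2977. All 38 mapped genes were found among the upregulated genes of the authors' deposited table, and 37 of them have identifiers of version 1. Among all 431 upregulated genes of the authors' deposited table, 95 identifiers are of version 1, 84 of version 2 and 252 of version 3.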

The genes downregulated in *crel* mutants showed no significantly enriched GO terms using the same parameters.

**Fig 8:**
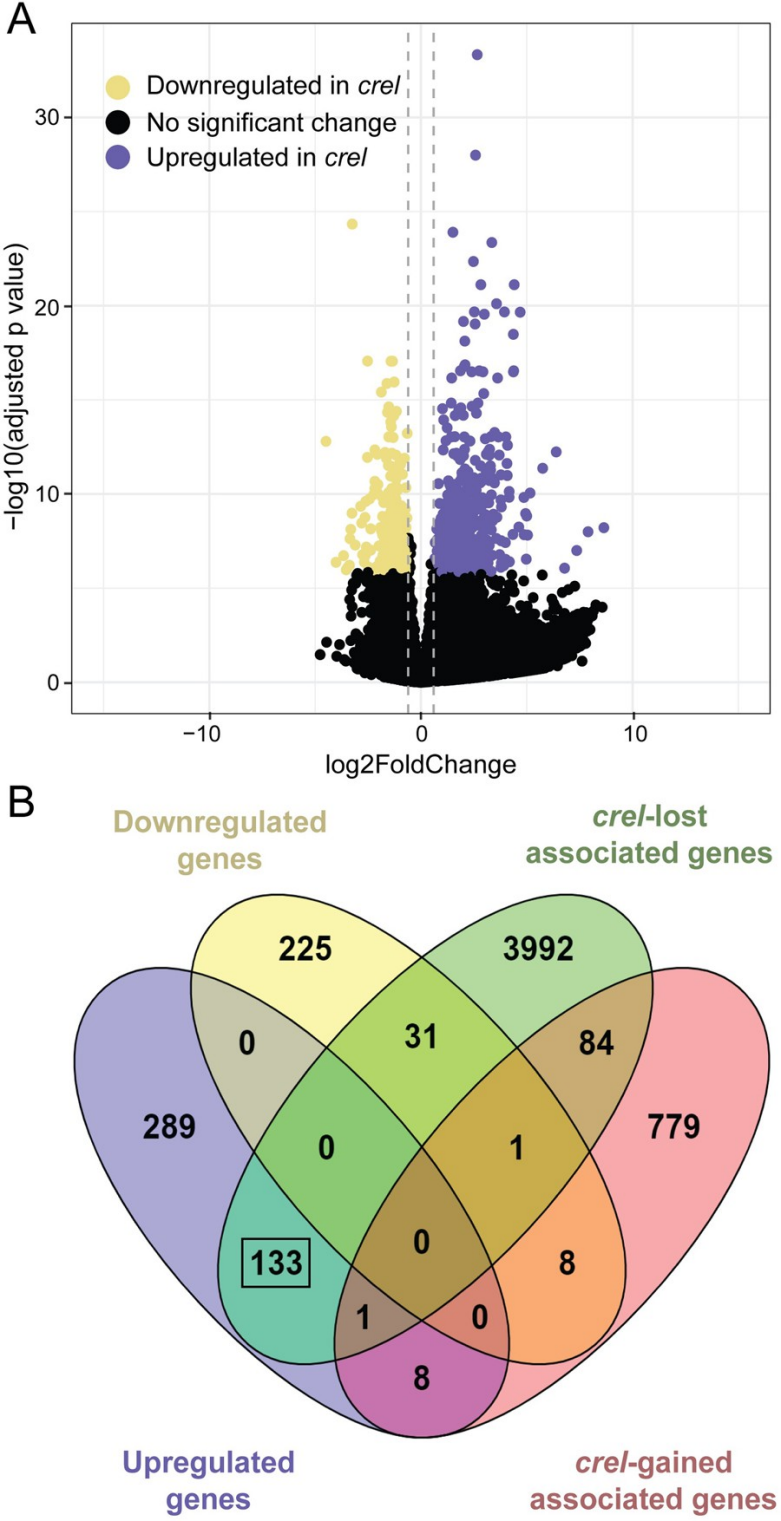
Changes in H3K27me3 deposition in *crel* mutant plants correlate to gene expression changes as measured by RNA-Seq. (A) Differential gene expression analysis of WT and *crel* shoot apices by RNA-seq. These data are illustrated in a volcano plot, with purple dots representing upregulated transcripts (adjusted p value < Bonferroni corrected significance threshold of 1.4e-6 and log2 fold change > 0.6) and yellow dots representing downregulated transcripts (adjusted p value < 1.4e-6 and log2 fold change < -0.6). Vertical dashed lines delineate log2 fold change thresholds of -0.6 and +0.6. Four hundred and thirty one (431) transcripts were significantly upregulated and 265 were significantly downregulated in *crel* plants compared to WT. (B) Venn diagram comparing the overlap of upregulated transcripts (purple) and downregulated transcripts (yellow) to genes associated with H3K27me3 peaks unique to WT (*crel-*lost sites; green) and unique to *crel-2* (*crel-*gained sites; green). The black box highlights overlap between upregulated transcripts and genes associated with WT unique peaks (*crel-*lost sites).

To understand the relationship between chromatin alterations and transcriptional changes in *crel*, we mapped the *crel*-lost and *crel-*gained H3K27me3 sites to genes. The 7,469 *crel*-lost sites were associated with 4,242 genes, 133 of which were also upregulated in *crel* mutants (of 431 total upregulated genes) (Fig 8B and S6 Table). This reinforces that loss of CREL results in changes in gene expression by affecting H3K27me3 deposition at a subset of genes. 

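All 133 genes that S6 Table lists as both upregulated and associated with a *crel*-lost site were found among the 431 upregulated genes of the authors' deposited table. From the published totals, 51.0 shared genes would be expected by chance among 35825 genes, and 133 are 2.61 times that number (one-sided exact hypergeometric test, p = 3.15e-26). With the number of genes that have an adjusted p-value, 31759, in place of 35825, and the 4242 genes at lost sites not restricted to them, the ratio was 2.31 (p = 1.97e-21 from the same exact test). For the downregulated genes, S7 Table gives 32 genes at lost sites where 31.4 would be expected (p = 0.481 from the same exact test). In the authors' deposited table the log2 fold changes of the 133 genes ran from 0.76 to 8.64, with a median of 2.30. The smallest adjusted p-values among them in the authors' deposited table were those of an ABC transporter B family member 12 (Solyc03g005860.3, log2 fold change 3.35, standard error 0.31), a vacuolar-processing enzyme (Solyc08g065610.3, 3.95, standard error 0.39) and a dehydrin (Solyc02g084840.3, 4.69, standard error 0.47). They were followed in the authors' deposited table by a peptidylprolyl isomerase (Solyc09g010740.3, 2.01, standard error 0.20) and a BTB/POZ and TAZ domain-containing protein 1 (Solyc06g071820.3, 2.09, standard error 0.22). The sheet of *crel*-gained sites in S3 Table was held complete, and all its genes are in the RNA-seq table. Of the 777 with an adjusted p-value, 9 were downregulated where 6.48 would be expected (one-sided exact hypergeometric test, p = 0.203) and 9 were upregulated where 10.5 would be expected (p = 0.730). For the downregulated genes this depended on the setting. Among genes with a mean count of at least 10, which hold all calls, it was 9 against 4.23 (exact test, p = 0.0271). Sites in genes alone gave 4 against 1.08 (exact test, p = 0.0238). An adjusted p-value under 0.05 gave 36 against 48.2 (exact test, p = 0.976). These settings were not run for upregulated genes. At the paper's threshold, the downregulated genes at gained sites with the smallest adjusted p-values in the authors' deposited table were a proteinase inhibitor type-2 (Solyc03g020030.3, log2 fold change -2.85, standard error 0.41), a terpene synthase (Solyc08g005665.1, -2.64, standard error 0.39) and a replication factor C subunit 1 (Solyc09g091650.3, -1.36, standard error 0.20). The paper takes the genes that lose H3K27me3 and rise as reinforcing that CREL affects expression through this mark at a subset of genes.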

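The whole list of genes at *crel*-lost sites was not analysed here, because the sheet was held only in part, but the fold changes of all genes were. In the authors' deposited table, 70.0% of the 34439 genes with a log2 fold change lay above 0, with a median of 0.60. The share depended on the mean normalized count. Of the 9905 genes with a mean count of 1 to 10 in the authors' deposited table, 94.2% lay above 0, with a median log2 fold change of 3.70. Of the 13860 genes with a mean count of at least 100 in the authors' deposited table, 49.0% lay above 0, with a median of -0.01. The genes associated with *crel*-gained sites, which are listed completely, lay above 0 in 645 of 777 cases, or 83.0%, against 68.0% of the 30982 other genes with an adjusted p-value (two-sided Fisher's exact test across genes, p = 6.50e-21). Genes are not independent replicates, and the genes at gained sites were weakly expressed, with a median mean count of 9.06. Among 10000 random lists of other genes with the same mean counts, a mean of 80.7% lay above 0, and the observed share was at percentile 96.5 of these lists. Of the genes at gained sites with a mean count under 10, 97.1% lay above 0, against a mean of 94.3% in random lists, of which 95% lay between 92.0% and 96.3%. Both comparisons were chosen after seeing the data.

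**Figure D3:**
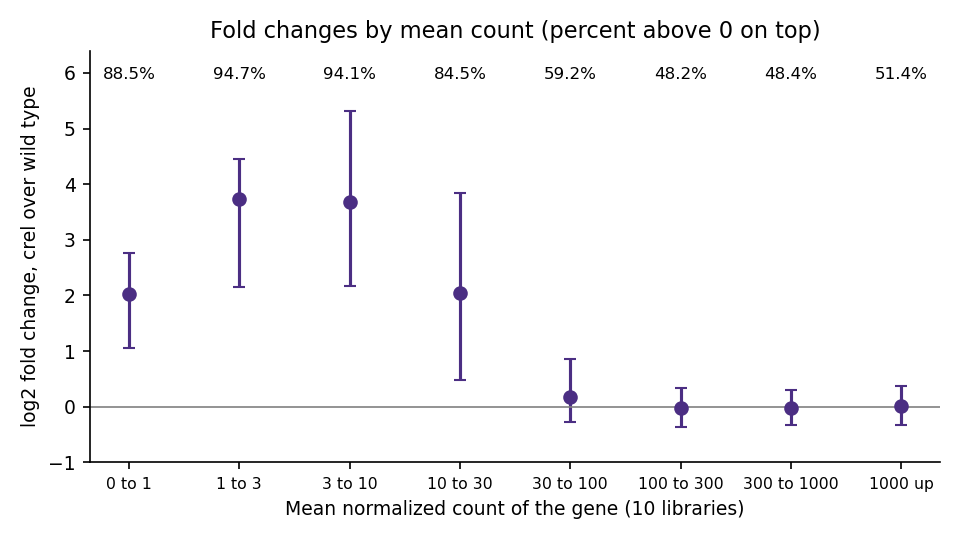
The log2 fold change of *crel* over wild type in the authors' deposited table, by mean normalized count of the gene over the 10 libraries, with points for medians over the genes of a class, bars from the lower to the upper quartile, and the share of genes above 0 as the percentage on top. The median is 3.68 at a mean count of 3 to 10 and -0.02 at 100 to 300.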

While not all genes associated with *crel*-lost H3K27me3 peaks showed significant gene expression changes under the stringent expression criteria used, when statistical significance is not considered the majority of the genes that lose H3K27me3 in *crel* have log2 fold changes greater than 0 (S5 Fig). As many aspects of plant and organ maturation and differentiation are delayed and/or impaired in *crel* mutants, we asked whether the molecular signature of maturation and differentiation is affected in *crel*. Israeli et al. (2021) [32] defined sets of “morphogenesis” and “differentiation” genes based on transcriptomic data of successive stages of leaf development as well as mutants that affect morphogenesis and differentiation. We examined whether there is an enrichement in “differentiation” and “morphogenesis” signatures among genes that showed altered expression and/or altered H3K27me3 modifications in *crel*. This analysis showed that “differentiation” genes were significantly enriched among the genes that were downregulated in *crel*, with 4 times more "differentiation" genes then expected by random overlaps between groups being present in the subset of genes that were significantly down-regulated in *crel* (p-val < 8.509e-15, S7 Table).

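The gene sets of Israeli et al. were not used here, and the overlaps were recomputed from the counts that the paper gives in S7 Table. Of the 265 downregulated genes, 43 were differentiation genes, or 16.2%, against 1451 of all 35825 genes, or 4.05%. By chance 10.7 shared genes would be expected, and the observed number was 4.01 times that (one-sided exact hypergeometric test, p = 8.51e-15). With 31759 genes as the total, and the differentiation genes not restricted to those with an adjusted p-value, the ratio was 3.55 (p = 4.85e-13 from the same exact test). Morphogenesis genes were also more frequent than chance among the downregulated genes, with 26 of 265 and a ratio of 1.93 (p = 0.00112 from the same exact test). Among the upregulated genes, 21 of 431 were differentiation genes where 17.5 would be expected (p = 0.222 from the same exact test), and 32 were morphogenesis genes, a ratio of 1.46 (p = 0.0219). The 4242 genes at *crel*-lost sites held 171 differentiation genes, where 171.8 would be expected (p = 0.494 from the same exact test, lower tail). In each overlap the tail tested followed the observed direction, so the lower tail also served for the genes at *crel*-gained sites. The adjusted values below rest on these one-sided p-values. Genes at *crel*-gained sites held fewer than chance of both kinds, with 16 differentiation genes where 35.7 would be expected (exact test, p = 0.000126) and 19 morphogenesis genes where 44.9 would be expected (p = 6.08e-06). Most of these genes are only the nearest to an intergenic site, as 886 of 1050 sites listed are intergenic. They were also weakly expressed, with a median mean count of 9.06, and both gene sets rest on expression data. A comparison with genes of the same mean count was not made. After Benjamini-Hochberg adjustment over 10 such overlaps, the values were 4.25e-14 for differentiation and 0.00225 for morphogenesis genes among downregulated genes, 0.0366 for morphogenesis genes among upregulated genes, and 0.000314 and 2.03e-05 for both kinds at gained sites. All 10 rest on 35825 genes, although only the 31759 with an adjusted p-value could be called up- or downregulated. The morphogenesis overlaps with these calls were not computed with 31759 as the total, which would lower their ratios. The ratio of 1.46 among upregulated genes may therefore owe to the total chosen.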

## Discussion

VIL proteins have been shown to affect flowering in several plant species, by repressing the expression of flowering repressors, such as *FLC* in Arabidopsis. In addition to their effect on flowering, VIL genes were found to affect an array of developmental processes in different species. This work identifies the tomato VIL gene *CREL* as a mediator of diverse developmental processes, via the modulation of H3K27me3 modifications in many genes throughout the tomato genome, likely by recruiting PRC2 complexes to a subset of their target genes.

### CREL promotes plant and organ maturation

So far, VIL genes have been mainly implicated in flowering time [7,14,16,18,20–22,25,60]. Here, we uncover a much broader role for this gene family in plant development, as revealed from the phenotypes and the effect on H3K27me3 modification. *crel* mutants are affected in many aspects of plant maturation and differentiation in addition to the delay in flowering time. *crel* mutants flower late and have delayed leaf maturation, resulting in an extended leaf morphogenesis and more compound leaves. Interestingly, while flowering and leaf maturation eventually occur in *crel*, stem, root, and flower differentiation are impaired in *crel* and these organs do not reach full differentiation and function. CREL accumulates relatively late during leaf development, thus enabling prolonged morphogenesis. Recently, a growth-rate dependent mechanism of controlling VIN3 accumulation in the cold has been described [61]. It would be interesting to understand the mechanism by which CREL expression is delayed during organ maturation to enable timed maturation and differentiation.

Other genes involved in the induction of flowering were also shown to affect maturation and differentiation in additional developmental aspects. For example, the tomato flowering inducer SFT, the ortholog of FT, was shown to promote leaf maturation and affect stem differentiation [62]. Recently, SFT was shown to specifically affect secondary cell wall biosynthesis in tomato stems [63]. FT was also proposed to promote maturation and termination in additional species [64,65]. The pepper *cavil1* mutants, impaired in the pepper *CREL* ortholog, have reduced vascular development but wider stems [25]. Therefore, both precocious and delayed differentiation impairs the final form and function of stems. In *Cardamine hirsuta*, plant maturation and flowering was shown to be coordinated with age-dependent changes in leaf shape in plants with variable FLC activity [66]. In contrast to CREL and SFT, which promoted all aspects of plant and organ maturation, tomato CIN-TCPs were shown to promote leaf maturation but delay plant maturation, while AP1/FUL MADs BOX genes promoted plant maturation and delayed leaf maturation [67,68]. Overall, similar to *CREL*, genes that have been implicated mainly in the promotion of flowering in Arabidopsis were found to promote a wide range of differentiation and maturation aspects.

The involvement of CREL in plant and organ differentiation is in agreement with a role in mediating PRC2 activity. A common function of PRC2 genes in plants is the maintenance of a differentiated state, and *prc2* mutants in both mosses and seed plants have phenotypes related to dedifferentiation and overproliferation [1,2,69]. Therefore, CREL may aid in recruiting PRC2 to differentiation-related target genes.

VIL genes from other species have also been shown to affect other developmental processes in addition to flowering. [13,16,19,21,25,26]. Interestingly, beside the common effect on flowering time, the specific developmental effects only very partially overlap among these species. This suggests that the VIL family may be used as a tool for developmental innovations, recruiting an existing tool to different processes. Specifically interesting in this respect is the comparison between tomato and pepper, which are closely related species that differ in several key developmental features, such as flowering architecture and leaf shape. *cavil1* mutants have reduced vasculature development, increased plant and organ size, increased branching and reduced angle of axillary branches [25]. Interestingly, only some of these additional phenotypes overlap with *crel*. In contrast to the simple leaves of pepper, tomato leaves are compound, with several orders of leaflets. This is correlated with faster differentiation of the pepper leaf, similar to tomato *La-2/+* mutants [29]. The current work revealed an important role for CREL in the development of the compound leaf, with an effect on both the rate of differentiation and leaf patterning (Figs 1 and 2), further supporting the notion that VIL genes have been recruited to diverse, partially species-specific processes.

We propose that, in addition to its general effect on growth and differentiation, CREL also promotes blade growth in developing tomato leaves. *crel* mutants suppress the ectopic blade outgrowth of *e* mutants and miR160-overexpressing plants (Figs 2K and 2L, S2). Furthermore, *crel* enhances the narrow-leaf phenotype caused by overexpression of *E* or miR160-targeted ARFs. In addition, *CREL* expression is elevated in later stages of leaf development when the blade begins to expand, and the *CREL* promoter shows high expression in growing regions of the leaf margin (Fig 3D–3G). The genetic interactions between *crel* and auxin-related mutants suggest these auxin mediators and CREL act via independent pathways to regulate blade growth. Therefore, CREL likely promotes blade growth either downstream of auxin or through an at least partially parallel pathway. As most effectors of compound-leaf development have been shown to affect either the organ-level differentiation rate (for example LA and CLAU) or local differential growth (E, CUC, SlMP) [27], it is interesting that CREL appears to affect both aspects.

### CREL affects H3K27me3 modifications throughout the tomato genome

Only a handful of VIL targets have been identified so far, most of which are related to their role in promoting flowering. In Arabidopsis, FLC and FLC-related proteins are targeted by different VIL proteins in specific flowering pathways [11,14]. In rice, the flowering inhibitors *OsLF* and *OsLFL1* were identified as VIL targets [18,22,70]. In addition, a cytokinin catabolism gene from the CKX family and the bud-outgrowth inhibitor OsTB1 have been identified as a VIL target in rice [19,26]. The microRNA miR156 was proposed as a target of BdVIL4 in *Brachypodium* [21], and several putative targets have been proposed to mediate the effect on flowering of pepper VIL1 [25]. Here we found that of the 14,789 sites enriched with H3K27me3 in wild-type plants, approximately half (7,469) lose nearly all H3K27me3 in *crel* mutants. The identification of such a global effect on H3K27me3 modification in *crel* mutants indicates that this VIL protein has a widespread role in polycomb silencing. Together with the pleiotropic phenotypic effect, this suggests that VIL proteins are involved in a wide range of developmental processes, and play a central role in recruiting PRC2 complexes to many targets genome wide. The similarly pleiotropic effect of *Cavil1* mutants in pepper, together with its effect on gene expression [25], suggests that this is also true in other species.

Interestingly, the widepsread reductions in H3K27me3 across the genome in *crel* are also associated with gains in H3K27me3 at a smaller number of sites (1,295) that normally have modest levels of the H3K27me3 mark in wild-type plants. This phenomenon of H3K27me3 redistribution in PRC2-targeting mutants has been previously observed in both plants and animals [8,71] and suggests that sufficient PRC2 activity is a limiting factor in H3K27me3 accumulation under normal circumstances. However, we are aware that, prior to mapping the CREL binding sites, we cannot rule out that CREL plays a role in targeting PRC2 activity to many loci while directly inhibiting it at others. This distinction awaits future experimental testing.

### A conserved role for VIL genes in promoting flowering

VIL genes have been shown to affect flowering time in many species where mutations or silencing of these genes have been described, including both dicots and monocots [7,14,16,18,20,22,25]. In Arabidopsis, VIL proteins promote flowering by recruiting PRC2 to flowering repressors from the FLC family, thus facilitating the deposition of the repressive chromatin modification H3K27me3. Different Arabidopsis VILs act to induce flowering in specific combinations of flowering pathways, timing and target genes [11,14]. Interestingly, while tomato plants do not require vernalization for flowering, *crel* mutants are late flowering. Similarly, VIL genes promote flowering in additional species that do not require vernalization for flowering, or in species with a different vernalization mechanism. Rice VIL proteins including LC2 were shown to act by repressing *OSLFL1* and *OsLF*, two flowering repressors unrelated to FLC [18,22,70]. Therefore, while the effect on flowering and possibly the molecular mechanism are conserved, the target genes differ among species [25]. While the FLC homolog *SlMBP8* (Solyc12g087830.1) shows reduced H3K27me3 enrichment in *crel-2* (S3 Fig), further research is required to understand whether it mediates the *crel* late-flowering phenotype.

## Materials and methods

### Plant material and growth conditions

Tomato plants (*Solanum lycopersicum* cv M82) were germinated and grown in a controlled growth room or in a commercial nursery for four weeks. Then the seedlings were transferred to a greenhouse with natural daylight and 25°C/ 20°C day/night temperature, or to an open field with natural daylight and temperature. *crel-1* was isolated in this work by a mutant screen in the *e-3* background (Berger 2009, Ben Gera 2012), as described below. *crel-2—crel-5* are from the mutant populations described by Menda et al.,[44]. The transactivation system, described previously [52,56], was used to characterize the CREL promoter and for leaf-specific expression. This system consists of driver lines and responder lines. In the driver lines, specific promoters drive the expression of the synthetic transcription factor LhG4, which does not recognize endogenous plant promoters. In the responder lines, a gene of interest or a reporter is expressed downstream of the E.coli operator, recognized by LhG4 but not endogenous plant transcription factors. A cross between a driver and a responder line results in a plant (designated PROMOTER>>GENE) expressing the gene of interest/marker under the control of the specific promoter. *La-2*, *clau*, the *FIL* driver line and the *ARF10*, *miR160* and *EdII-GUS* responder lines have been previously described [35,40,47,51,52,72].

### Generation of a mutant population, screening and identification of *crel-1*

Around 750 *entire-4* (*e-4*) seeds were treated with the mutagenic substance Ethyl-Methane Sulfonate (EMS, Sigma m0880) at a concentration of 0.6% for 10 hours. Around 50 seeds underwent a control treatment without exposure to EMS. The treated seeds were sown in a commercial nursery and the seedlings (M1 generation) were transferred to a greenhouse. M1 plants were self-pollinated to increase the number of seeds per plant. M2 seeds were collected separately from each of around 650 M1 plants. M2 progeny (around 40 seeds per family) were grown in an open field, and screened frequently during the season for mutants that affect the development of the leaf, flower and fruit. *e crel-1* was identified in this screen as a recessive mutant segregating 1:3 in an M1 family. Single *crel-1* mutants were generated by a cross between *e crel-1* and wild type and identification of single *crel-1* mutants in the F2 generation. *crel-1* was then back-crossed three times to M82 for further characterization.

### Allelism tests and genetic interactions

As *crel* mutants are sterile, allelism tests were performed by crossing heterozygote siblings. Progeny of a cross between two heterozygous alleles segregated ¼ mutant progeny. Similarly, genetic interactions between *crel* and other mutants or transgenic lines were generated by crossing heterozygous *crel* siblings with the respective mutant or transgenic line.

### Identification of the *CREL* gene

An F2 mapping population was generated by crossing *crel-1/+* plant, in the M82 background to *Solanum pimplinellifolium*, and collection of F2 progeny from individual F1 plants. Initial mapping with 30 F2 plants showing the *crel-1* phenotype, and 50 mapping markers developed by Revital Bronstein, Yuval Eshed (Weizmann Institute) and Zach Lippman (CSHL) and spread along the tomato genome, identified linkage to 3 markers on chromosome 5. Fine mapping of 120 *crel-1* F2 individuals and additional markers located the gene to a region between markers zach 43.2 and jose 58.1 dcap, located between bases 43,123,344 and 58,170,500 on chromosome 5. Further mapping was hampered by an introgression of *S*. *pimpinellifolium* sequences in the M82 line in this region [53] We therefore used RNAseq of wild type, *crel-1* and *crel-2* plants to identify polymorphism in these alleles.

For RNAseq, shoot apices containing the SAM and the 4 youngest primordia were collected from 14-day-old M82, *crel-1* and *crel-2* plants, in which L4 (the 4^th^ leaf produced by the plant) was at the P4 stage. RNA was extracted using the RNeasy micro kit (Qiagen), using the manufacturer’s instructions. Two biological replicates were used for M82 and *crel-2*, and one biological replicate for *crel-1*. Sequencing libraries were prepared according to the Illumina TruSeq RNA protocol and sequenced on an Illumina HiSeq2000 platform at the Genome Center of the Max Planck Institute for Plant Breeding Research. We obtained between 21,3 and 28,3 million 96-bp single-end reads per library (average of 25,8 million). Reads were aligned to the *S*. *lycopersicum* reference sequence v2.40 using TopHat v2.0.6 [73] with the following parameters: -max-insertion-length 12 -max-deletion-length 12 -g 1 -read-gap-length 12 -read-edit-dist 20 -read-mismatches 12 -no-coverage-search -read-realign-edit-dist 0 -segment-mismatches 3 -splice-mismatches 1. To detect polymorphisms between the *crel* mutants and wild-type M82, biological replicates from each genotype were merged. Then, duplicated reads were removed using default settings in Picard (http://broadinstitute.github.io/picard/), indels were realigned using GATK v2.2–8, and variants called in all samples simultaneously using default parameters in GATK v2.2–8 [74]. Next, we estimated the effect of each variant in annotated transcripts (ITAG 2.3) using ANNOVAR [75]. Variants in the candidate region in chromosome 5 determined by QTL analysis were evaluated manually.

### Phenotyping and imaging

#### Characterization of early leaf development and rate of leaf initiation

Plants were sown, germinated and grown in a growth chamber. Every two weeks, the number of leaves and leaf primordia were counted from six plants from each genotype. The fifth leaf (L5) was photographed by a stereoscope (Nikon SMZ1270) and its developmental stage determined. Six different plants were used for each time point.

#### Quantification of leaf complexity

Leaves 5, 7 and 9 were marked at the time of their emergence from the shoot apex. Then, the number of leaflets was counted every 7–14 days for each marked leaf. Primary, intercalary, secondary and tertiary leaflets were counted. At least 9 plants were counted for each genotype.

#### SEM characterization of flower development

Flowers from different developmental stages of each genotype were collected and their petals removed using a stereoscope, placed on a microscope stub with a carbon strip and analyzed with Hitachi TM3030 Plus SEM.

#### Phenotypic quantification and statistical analysis

For the quantification of the number of leaves to flowering, plants were grown in a greenhouse, and with the appearance of the first flower, the number of leaves formed before the flower were counted. At least 9 biological repeats, each consisting of a single plant, were quantified. The experiment was repeated twice, once with plants germinated in a commercial nursery and once with plants germinated in a growth chamber. For the quantification of root phenotypes, seedlings were grown hydroponically in Hoagland nutrient solution (pH 6.5), in a growth room set to a photoperiod of 12/12-h night/days, light intensity (cool-white bulbs) of ∼250 μmol m^−2^ s^−1^, and 25°C. After 28, 34, 38 and 43 DAG the roots of 3 plants of each genotype were scanned and analyzed using a flatbed scanner (Epson 12000XL, Seiko Epson, Japan) and root architecture was analysed using WinRhizo software (Regent Instruments Ltd., Ontario,Canada). Statistical analysis was performed using the JMP software (SAS Institute, http://www.sas.com). Means and p values were calculated using the Student’s t-test or the Dunnett’s test, as indicated in the figures.

#### Histological characterization of stem tissues

Ten to 50 day-old plants were free-hand dissected using a double-sided razor blade. 1-2-mm-long sections were dissected from up to 5 cm below the node. Sections were dehydrated in acetic acid: ethanol [1:10] for 1 hour and then stained directly with TBO (0.01% aqueous, sigma). Images of early developmental stages were captured using Nikon a SMZ1270 stereoscope equipped with a Nikon DS-Ri2 camera and NIS-ELEMENTS software.

#### Confocal imaging

For analysis of pCREL:nYFP expression, dissected whole-leaf primordia were placed into drops of water on glass microscope slides and covered with cover slips. The pattern of YFP expression was detected by a confocal laser scanning microscope (CLSMmodel SP8; Leica), with the solid-state laser set at 514 nm for excitation and 530 nm for emission. Chlorophyll expression was detected at 488nm for excitation and 700nm for emission. ImageJ software was used for analysis, quantification, and measurements of captured images. Images were adjusted uniformly using Adobe Photoshop CS6. Tomato stems and primary roots were cut to sections of 200um and 300um width respectively using Leica VT1000 vibratome and were and cleared using ClearSee [76], cell wall staining was performed using SR2200 (Renaissance Chemicals) prior to mounting and visualization using 405nm laser.

### Cloning and plant transformation

The *CREL* promoter was generated by amplifying 3000 bp upstream of the *CREL* ATG from genomic DNA and cloned upstream to LhG4 generating the *pCREL*:*LhG4* driver line.

Plant transformation and tissue culture were performed as described in Israeli et al 2019 [39]. At least five independent kanamycin-resistant transgenic lines from each transgene were genotyped and, in the case of *pCREL*:*LhG4*, crossed to an *OP*:*YFP* stable line to generate pCREL>>YFP. Three lines from each transgene or resultant cross were examined, and a representative line was selected for further analysis.

### Phylogenetic analysis

Phylogenetic analysis was performed using full-length protein sequences of the tomato, Arabidopsis, rice and pepper VIL gene family or the FLC/MAF MADS-BOX clade. The sequences were obtained from the Sol Genomics Network (SOL, https://solgenomics.net/), The Arabidopsis Information Resource (TAIR, https://www.arabidopsis.org/) and the Plaza tool (https://bioinformatics.psb.ugent.be/plaza/). Sequences were aligned and phylogenetic trees were constructed using MEGA X [54,55], using using a Maximum Likelihood method, branch lengths represent the expected number of substitution per site.

### RNA extraction and qRT-PCR analysis

RNA was extracted using the Plant/Fungi Total RNA Purification Kit (Norgen Biotek, Thorold, ON, Canada) according to the manufacturer’s instructions, including DNase treatment. cDNA synthesis was performed using the Verso cDNA Kit (Thermo Scientific, Waltham, MA, USA) using 1 μg of RNA. qRT-PCR analysis was carried out using a Corbett Rotor-Gene 6000 real-time PCR machine, with SYBR Premix for all other genes. Levels of mRNA were calculated relative to *EXPRESSED* (*EXP*) [77] or *TUBULIN (TUB)* [78] as described [29]. Primers used for the qRT-PCR analysis are detailed in S1 Table.

### ChIP-seq procedures

WT and *crel* plants were grown on soil under 16 hrs of light/8 hrs dark cycles for 28 days after germination. Shoot apices, (0.8 g for each replicate and two replicates per genotype) containing approximately three visible expanding leaves, were harvested and fixed in 1% formaldehyde + 0.2% Silwet L-77 for 17 minutes under vacuum. Glycine was then added to a final concentration of 0.125 M and tissue was placed under vacuum for an additional 5 minutes, followed by washing several times in water. ChIP was performed on the fixed tissue using the procedure of Gendrel et al. [79]. For each ChIP reaction, we used 2 ug of a rabbit polyclonal antibody against H3K27me3 (Millipore, catalog #07–449). Input and ChIP DNAs were converted to Illumina sequencing libraries using the Accel-NGS 2S Plus DNA library kit according to the manufacturer’s instructions (Swift Biosciences). Libraries were sequenced on an Illumina NextSeq 500 instrument using 50-nt single end reads at the University of Georgia Genomics and Bioinformatics Facility.

### ChIP-seq data processing

Raw reads were mapped to the SL3.0 build of the tomato genome using Bowtie2 [80] with default parameters. Raw mapped reads were then processed using Samtools [81] to retain only those with a mapping quality score greater than or equal to 2 and PCR duplicates were removed using Samtools “*rmdup*” function. Enriched regions (peaks) for H3K27me3 were then identified for each replicate using the “*Findpeaks*” function of the HOMER package [82]. Further analyses only considered peaks that were identified in both replicates for each genotype and reads were scaled to the lowest read depth using Samtools “*view -s*” function. Unique WT and *crel* sites were detected by using the Bedtools “*subtract*” function with the -wa parameter, where only peaks that were completely lost in either WT or *crel-2* were retained. These unique peaks from WT and *crel-2* were mapped to their nearest TSS using the “*annotatePeaks*.*pl*” function from the HOMER package [77]. See S2A Table for more information on read count numbers after each of these steps. For normalization and visualization, quality-filtered reads in.*bam* format were converted to *bigwig* format using the “*bamcoverage*” script in deepTools 2.0 [83] with a bin size of 1 bp and RPKM normalization. Heat maps and average plots displaying ChIP-seq data were also generated using SeqPlots visualization software [doi: 10.12688/wellcomeopenres.10004.1].

### RNA-seq library preparation and sequencing

Wild-type and *crel* mutants shoot apices were grown and harvested as for ChIP-seq, and RNA was prepared using the Qiagen RNeasy Mini Plant kit according to the manufacturer’s instructions. This included 3 biological replicates of wild-type tissue and 7 biological replicates from *crel* mutants (from 3 indpendent alleles: *crel-1*, *crel-2*, and *crel-3*). RNA-seq libraries were prepared using the Zymo RiboFree Total RNA Library Kit according to the manufacturer’s instructions and libraries were sequenced using paired-end reads on an Illumina NovaSeq 6000.

### RNA-seq data processing

Adapter sequences from raw RNA-Seq reads were trimmed using the “*ILLUMINACLIP*” function from the Trimmomatic software package using standard paired-end parameters. Trimmed reads were then mapped to the SL3.0 build of the tomato genome using the Spliced Transcripts Alignment to a Reference (STAR) aligner [84] with default parameters. Mapped reads were annotated to genes using the “*featureCounts*” function from the Subread software package. Differential gene expression analysis was calculated by using DeSeq2 package [85] comparing all *crel* mutant samples (3 independent alleles, 7 total biological replicates) together against wild-type data (3 biological replicates). See S4 Table for DeSeq2 output. For our analysis, only genes with adjusted p-values that met our Bonferroni-corrected p-value threshold of 1.395673e-06 (0.05/total # of genes detected; 35825) were considered. From there, differentially expressed genes were sorted into three bins: upregulated, downregulated, if log2 fold change from WT was over 0.6, less than -0.6 or from -0.59–0.59, respectively. See S2 Table for information on read processing numbers.

### Enrichment analysis

The representation factor determines whether genes from one list (list A) are enriched in another list (list B), assuming that these genes behave independently. The representation factor is defined as: (number of genes in common between both lists)*(number of genes in the genome)/(number of genes in list A)*(number of genes in list B). p-values were calculated using exact hypergeometric probability [86].

## Supporting information

S1 Fig Characterization of *crel* mutants. (A-D) Mature 5^th^ leaves of the indicated genotypes.White arrowheads point to primary and intercalary leaflets. Scale bars: 2cm. (E) Slower leaf production in *crel-2*. The Y axes shows the developmental stage (plastochron, P) of the fifth leaf produced by the plant at the indicated days after seeding. Error bars indicate SD (n = 5–11).
(TIF) Click here for additional data file.

S2 Fig Gradual suppression of FIL>>miR160 by *crel-1*. Mature 1^st^– 9^th^ (L1-L9) of FIL<>miR160 (top) and crel-1 FIL>>miR160 (bottom). Scale bars: 2cm.
(TIF) Click here for additional data file.

S3 Fig A potential candidate for FLC in Tomato. (A) A phylogenetic tree of the Arabidopsis and tomato FLC-MADS BOX proteins, constructed using MEGA X [54,55] using a Maximum Likelihood method. For FLC, SlMBP8, SlMBP15 and SlMBP25 protein lengths and domains are illustrated. (B-D) qRT-PCR analysis comparing the mRNA expression of *SlMBP*8 (Solyc12g087830), *SlMBP15* (Solyc12g087820) and *SlMBP25* (Solyc05g015730) in whole shoots containing the SAM and 5 youngest leaf primordia from wild type (WT) and *crel-2* plants. *SlMBP8* mRNA expression levels were upregulated in *crel-2* compared to the WT. Error bars represent the SD of at least three biological replicates. (E) H3K27me3 enrichment -5434 upstream of the *SlMBP8* gene in wild type and *crel-2* shoot apices. C H3K27me3 was lost in *crel-2* in comparison to the wild type. Bars represent the average of 2 biological replicates, and error bars indicate SD.
(TIF) Click here for additional data file.

S4 Fig Overview of ChIP-seq datasets. Principal component analysis of input DNA and ChIP-seq samples.
(TIF) Click here for additional data file.

S5 Fig Overlap of genes mapped to ChIP-Seq peaks and RNA-Seq from *crel* mutants. This Venn Diagram shows the overlap between all transcripts detected by RNA-seq with log2 fold change equal to or less than 0 (yellow) and transcripts with log2 fold change over 0 (blue) compared to genes associated with H3K27me3 peaks unique to WT (*crel-*lost sites; green) and unique to *crel-2* (*crel-*gained sites; red).
(TIF) Click here for additional data file.

S1 Table Primers used in this work. (DOCX) Click here for additional data file.

S2 Table Sequence read numbers for ChIP-seq. Two biological replicates of ChIP-seq for H3K27me3 were performed on shoot apices of WT and *crel1-2* plants. The table indicates for each biological replicate the number of total sequencing reads obtained, the number and percentage mapping to the tomato genome, and the total number of reads remaining after filtering for mapping quality. Reads with a MAPQ score of 2 or greater were used for further analysis.
(XLSX) Click here for additional data file.

S3 Table Genes associated with *crel*-gained and *crel*-lost H3K27me3 sites and the peak coordinates for these sites. (XLSX) Click here for additional data file.

S4 Table Results output from DeSeq2 comparing all 7 *crel* replicates to the three WT replicates. (XLSX) Click here for additional data file.

S5 Table Gene ontology analysis of all Upregulated genes in *crel* and all genes associated with *crel*-lost H3K27me3 sites. (XLSX) Click here for additional data file.

S6 Table Overlap between: 1. *crel* upregulated genes and genes associated with crel-lost H3K27me3 sites; 2. *crel* downregulated genes and genes associated with *crel*-increased H3K27me3 sites. (XLSX) Click here for additional data file.

S7 Table Anlaysis of enrichemnt of “differentiation” and “morphogenesis genes in the lists of *crel-*upregulated genes, *crel*-downregulated genes, genes associated with *crel–*increased H3K27me3 siets and genes associated with *crel-*lost H3K27me3 sites. (XLSX) Click here for additional data file.

# Supplementary material for: The VIL gene CRAWLING ELEPHANT controls maturation and differentiation in tomato via polycomb silencing
**Source:** PLoS Genet. 2022 Mar 7;18(3):e1009633. doi: 10.1371/journal.pgen.1009633
**Supplement:** S1 Table

**Shwartz et al.**

**S1 Table. Primers used in this work**.

| **Primer** | **Sequence 5'->3'** | **Purpose** |
| --- | --- | --- |
| op:VIN3 F | CACCAAGCTTATGTCTGAGCAATTC  CCAAA | Cloning *CREL*  Promoter |
| op:VIN3 R | CTCGAGTTAATGCCAAAGCTTGCAA  CTTT |  |
| p vin3 3000bp-F-3 | CACCTCTAGATAAGTGGGACCCAAT  ATGG | Cloning *CREL*  Promoter |
| p vin3 3000bp R | AAGCTTTGCACTAGGATAAAATCAA  TAGC |  |
| Zach 5 L | CTTTTAGTTTGCAGGCAAGT | Mapping *CREL* |
| Zach 5 R | CTCTAAGGAATGGGATGACA |  |
| Zach 7 L | CACATTGCAAATCGT TTTTA | Mapping *CREL* |
| Zach 7 R | AAACCATACAAGTAAGATACGAAA |  |
| zach 43.2 L | CCAACATTTATACACTTAGGATC | Mapping *CREL* |
| zach 43.2 R | ACCCAACCACTAACAAAAATAC |  |
| chr5 F2 | CCTAGTTTGACTGAGAACAGA | Mapping *CREL* |
| chr5 R2 | GATCCGATCTCCATCATTGAA |  |
| chr5 F3 | GGACTTCATAGTCACGAGAAA | Mapping *CREL* |
| chr5 R3 | GTGGAGTCTTCGAGAACATTA |  |
| chr5 F4 | GGTTGTGAGGTGTCTTATTCT | Mapping *CREL* |
| chr5 R4 | GCCACCATTGCAGTATAGATA |  |
| Jose dcap 58.1 L | AGTCAGGAACTGCTGGATCAAGCATACCAG | Mapping *CREL* |
| Jose dcap 58.1 R | TGTAAGTAAGATCAGCGATGTTGG |  |
| Vin3 real time F | ATTGAGAAGGGTGATGAATGGC | qRT-PCR |
| Vin3 real time R | TCAGAGGATGCAGCAGCAGATACTT |  |
| 16.AGO 5 F | TGTGCCGACTGATAATCCAA | qRT-PCR |
| 16.AGO 5 L | TGCAAACGTATGGAGGAAAA |  |
| RT-GA20ox-3-F | TGATCAGAAAGGCTCATCACAC | qRT-PCR |
| RT-GA20ox-3-R | GGCTCAATCCCAAAAGTTCC |  |
| 02g080220 pectin R | GCAACGGTTGATAACGGACT | qRT-PCR |
| 02g080220 pectin L | AGGACTTCCTTGGTTGAT |  |
| EXP RT F | TGGGTGTGCCTTTCTGAATG | qRT-PCR |
| EXP RT R | GCTAAGAACGCTGGACCTAATG |  |
| MBP8 RT F | AATGCAGAAATCCAGGTCGC | qRT-PCR |
| MBP8 RT R | TCCTCGAGTTGCCTTTCTGT |  |
| MBP15 RT F | ACAGGACTAGCACACCATGT | qRT-PCR |
| MBP15 RT R | TAGGCAAAGCACGACGAGTA |  |
| MBP25 RT F | AGGCAAGCAACTTTCTCCAA | qRT-PCR |
| MBP25 RT R | AGAATTCAAAGAGGCGTCCG |  |

How the deposited data were processed for this re-analysis (not part of the article)

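The series has 18 libraries from tomato shoot apices of plants grown for 28 days. Of these, 8 are ChIP-seq libraries, with 2 replicates of H3K27me3 and 2 of input in each of wild type and *crel-2*. The other 10 are RNA-seq libraries, 7 from 3 *crel* lines and 3 from wild type. Conditions and replicates were taken from the sample labels and the paper. No processed file of the input libraries was held, and they were not used here.

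For H3K27me3 the authors mapped 50-nt reads with Bowtie2, filtered them by mapping quality and for PCR duplicates, and called peaks per replicate with HOMER. The deposited lists give the start and end of each peak and nothing else. They carry SL2.40 sequence names and hold other numbers of peaks than S2 Table, and the settings behind them are not known. No coordinate was converted to another build, and the SL2.40 peaks were never joined with the SL3.0 positions of S3 Table. For RNA-seq the authors deposited the output of DESeq2 for all *crel* against all wild-type libraries. Its mean normalized count is a signal the authors computed over all 10 libraries by dividing counts by size factors. Its fold change and standard error are log2 values the authors fitted. Its test statistic is a score of the authors, the log2 fold change divided by the standard error. Its p-value and adjusted p-value are the authors' as well, the second by the Benjamini-Hochberg method. Every number of genes past a threshold is a tally of these calls by the authors. No library has a column of its own, so no fit was made to the RNA-seq data here, and the planned test on counts was replaced by the tally that had been set for this case.

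Peak lists were compared with bedtools 2.31.1. The main setting keeps the interval that the peaks of both replicates share, with at least 1 bp in common, and calls a region lost or gained if no reproducible region of the other genotype touches it. This was to be replaced by the definition that matched the most rows of S3 Table, which the difference in builds ruled out. Similarity of lists is the Jaccard index of bases. Random placements, 1000 per set, kept the width and the chromosome of each site, and were made both anywhere on the chromosome and outside the reproducible regions of the other genotype. Shares are given with 95% Wilson intervals, which cover counting error only and treat sites as independent. The depth behind single peaks is not known, which limits what the absence of a peak shows.

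Gene set overlaps used one-sided exact hypergeometric tests over the genes with an adjusted p-value, which could pass every criterion, and the published overlaps were recomputed from the counts in the paper's tables. The sheet of *crel*-lost genes in S3 Table was held only in part and entered no test. Lists of random genes, 10000 for each comparison, were drawn in 50 classes of mean count. For genes with a mean count up to 0.5, each mean count was written as a sum of whole reads of single libraries, as the closing section describes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The overlap counts, random lists and the resolution of mean counts into reads were first tested on simulated data. All 6 planted counts of 880 simulated sites were recovered, and the reads of 100% of 1667 simulated genes were resolved as planted. The simulated reads were resolved with the true unit of every library given. The search for units and the case of a library without one were therefore not tested.

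The genes named were fixed before the files were opened: the genes that the paper names by identifier, the 5 upregulated *crel*-lost and 3 downregulated *crel*-gained genes of S6 Table with the smallest adjusted p-values, the 2 largest rises and 2 largest falls past the threshold, and the 3 widest lost and gained sites. Of the genes that the paper names by identifier, *SlMBP15* and *SlMBP25* were not analysed here, because their identifiers were not found in the RNA-seq table as held. The RefSeq gene table of assembly SLM_r2.1 matched 0 of the identifiers and was not used. Alternatives covered the definition of a region, the overlap, the width of peaks, unplaced sequence, each replicate left out, the threshold on genes, the background of the gene set tests and the use of a two-sided test.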

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

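The tests in this part were all chosen after the result was seen, apart from the test on small non-coding RNA genes.

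Without regard to significance, the paper reports that most genes losing H3K27me3 in *crel* have log2 fold changes above 0. Otherwise it discusses the genes past a stringent threshold, which are mostly well expressed. Among the genes outside these calls, the weakly expressed ones rose almost throughout in the *crel* libraries. In the authors' deposited table, 94.2% of the 9905 genes with a mean normalized count of 1 to 10 have a log2 fold change above 0. At an adjusted p-value under 0.05 and an absolute log2 fold change over 0.6, 1103 genes with a mean count of 3 to 10 are higher in *crel* and 7 lower, while at a mean count of 100 to 300 the numbers are 626 and 648. An offset of the size factors would shift all genes alike, but the median log2 fold change of the genes with a mean count of 1 to 10 exceeds that of the genes with a mean count of at least 100 by 3.71. Loss of H3K27me3 at the genes cannot be the whole of it either, since 9335 genes with a mean count of 1 to 10 lie above 0 and the paper counts 4242 genes at *crel*-lost sites. Genes at *crel*-gained sites also lay above 0 no less often than other genes of the same mean count, with 83.0% against 80.7%, and more often among those with a mean count under 10, with 97.1% against 94.3%.

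The mean counts themselves hold a trace of which libraries the reads come from. A gene with 1 read in 1 library has a mean count equal to that library's unit, and 9 such units were found, 3 with negative and 6 with positive fold changes. Of the 739 genes with a mean count above 0 and up to 0.5, 97.8% were a unique whole-number sum of these units, and 0% were when every unit was changed by 1.3%. Of the 2568 reads so recovered, 75.4% belong to 2 units with positive fold changes, that is to 2 *crel* libraries, where 28.8% would be expected from the size factors of the 9 libraries with a unit. No unit was found for 1 of the *crel* libraries, and its reads are not in these shares. The wild-type units hold 11.6% and the other *crel* units 13.0%. Normalized reads were 12.5 and 6.65 times the wild-type mean in the 2 leading libraries. In the 4 other *crel* libraries with a unit they were from 0.264 to 3.00 times that mean, on average 1.42 times and 0.892 times without the highest of them. A candidate explanation is therefore that 2 of the 7 *crel* libraries carry most of the reads of the least expressed genes. This was seen directly only at mean counts up to 0.5, and which lines these libraries belong to is not known.

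What these reads are stays open. DNA or unspliced RNA in the libraries cannot be told apart from transcription of silent genes. Small non-coding RNA genes with a mean count under 10 lay above 0 in 65.3% of cases, below the 95.6% of other genes of the same mean count, which speaks against a uniform background. Genes on unplaced sequence lay above 0 in 96.9% of cases against 94.4%, which does not. Gene lengths were not used here, and short genes collect few reads from DNA. Transcription of silent genes in 1 line alone was not tested, as no line has values of its own. Of the 431 upregulated genes of the paper, 3 have a mean count under 30. Another 46 have a mean count of 30 to 100, a class with 12 downregulated genes. In that class 59.2% of all genes lie above 0, so the rise of weakly expressed genes may still reach some of these calls.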

How the results depend on the processing

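The settings were chosen before the data were examined, apart from the comparison with genes of the same mean count and the random placements outside reproducible regions, which were added after seeing them.

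For the peak lists, the number of reproducible wild-type and *crel-2* regions stayed within 1.5 times its main value in all 9 alternatives each that could change it, which leaves out the omission of a replicate of the other genotype. The numbers of lost and of gained sites did so in 11 of 12. The exception for both was the restriction to peaks of at least 1000 bp, with 5697 lost and 1248 gained sites, which has fewer peaks by construction. The share of wild-type regions lost was 54.1% with replicate 1 peaks as regions, 53.6% with merged intervals, 50.9% with peaks of at least 1000 bp, 51.3% against the peaks of either replicate and 67.7% with an overlap of 50% of each interval. In the last setting a wild-type region also counted as lost where a *crel-2* region overlapped it by less than that. Its lost sites are therefore not all free of *crel-2* regions. How much of the rise comes from this was not tested. It lay from 52.7% to 59.7% across the 4 comparisons that each left out one replicate, with 8209 to 10869 lost and 1549 to 2727 gained sites. The share of gained sites with a peak in at least 1 wild-type list was 32.7% with an overlap of 50% of the shorter interval, 25.1% with 50% of each interval and 28.0% with peaks of at least 1000 bp, and from 25.5% to 25.9% without one *crel-2* replicate. The share of lost sites with a peak in a *crel-2* list was 7.92% with 50% of each interval and 5.56% with peaks of at least 1000 bp. The 6.85% of the main setting lay below random placements anywhere on the chromosome and above those outside the reproducible *crel-2* regions, a reversal that follows from leaving out regions which lost sites by definition cannot touch. The gap between the mean similarity within and between genotypes was 0.347 as Jaccard index and 0.257 as share of peaks overlapping by at least 1 bp. The stricter part of each list by score was not run, since the lists hold no score.

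For RNA-seq, an adjusted p-value under 0.05 with the same fold change limit gave 4839 upregulated and 1970 downregulated genes, and an unadjusted p-value under 1.395673e-06 gave 697 and 505. An absolute log2 fold change over 1 gave 390 and 208, and the mean count minimum of 10 left 431 and 265. *CREL* and *SlMBP8* passed none of these thresholds. Other fits of the counts, a fit without a filter, each line alone and each replicate left out were not run, because the table analysed here has no values per library. No paired analysis was possible because the labels pair no samples and the RNA-seq table has no column per library. Other splits of the 10 libraries were not run for the same lack of values per library.

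The number of downregulated genes at *crel*-gained sites was 9 against 6.48 expected (p = 0.203, one-sided exact hypergeometric test). With a background of genes with a mean count of at least 10 it was 9 against 4.23 (exact test, p = 0.0271), and with sites in a gene, its promoter-TSS or its TTS alone it was 4 against 1.08 (p = 0.0238). With an adjusted p-value under 0.05 it was 36 against 48.2 (exact test, p = 0.976), on the other side of the expected number. Of the 777 genes at gained sites, 410 had a mean count under 10. Only 7 of the 1970 genes downregulated at that threshold had a mean count of 3 to 10. Such weakly expressed genes raise the expected number but were hardly ever called. A background without them was not run at this threshold, so the 36 cannot show that the relation reverses. The share of genes at gained sites with a log2 fold change above 0 was higher than that of other genes with all genes, with genes of a mean count of at least 10 and with sites in genes alone, but when compared with genes of the same mean count the 83.0% stood against 80.7%, within the 78.2% to 83.1% that held 95% of the random lists. Among those with a mean count under 10, 97.1% stood against 94.3%, above the 92.0% to 96.3% of the random lists, and the cause was not tested. For sites in genes alone, 76.9% lay above 0, the same as the mean of 76.9% in the random lists. For upregulated genes at lost sites, the published totals gave 2.61 times the expected number among 35825 genes and 2.31 times with 31759 as the total. A background of genes with a mean count of at least 10, an adjusted p-value under 0.05 and sites in genes alone were not run for this overlap, and no setting was run for the sign of genes at lost sites, since the list of these genes was held only in part. The tests of the transcription factor activity term and of differentiation genes kept their side of the threshold.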

Differences from the paper's values

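For the transcription factor activity term, the Benjamini-Hochberg value over the 10 molecular function terms was 2.46e-05, against the paper's FDR of 8.1e-6 in the text and the paper's 7.9e-05 in S5 Table. S5 Table lists the paper's 8.1e-06 as the p-value of the term, for which the recomputed value was 7.37e-06. Adjusted over all 45 listed terms, which was chosen after seeing the values, the value was 0.00011, within 1.5 times of the paper's 7.9e-05. None of the alternatives set before the data were examined changed the adjustment.

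The numbers of regions differed from the paper's by less than 1.5 times in the main setting, with 15590 against the paper's 14789 wild-type regions, 8594 against the paper's 7469 lost sites and 1910 against the paper's 1295 gained sites. The settings closest to one of the paper's numbers were not closest to the others. With replicate 2 peaks as regions there were 14790 wild-type regions, 8065 lost and 1617 gained sites. With merged intervals there were 13861, 7433 and 1499. Against the peaks of either replicate there were 8005 lost and 1336 gained sites. With peaks of at least 1000 bp there were 11184 wild-type regions, 5697 lost and 1248 gained sites. The gained number was more than 1.5 times the paper's with an overlap of 50% of each interval, at 2736, and without one *crel-2* replicate, at 2727 and 2460.

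S6 Table and S7 Table differ by 1 gene for the same overlap. The paper lists 8 downregulated genes at gained sites in S6 Table and 9 in S7 Table, and the value found here was 9. For upregulated genes at lost sites the paper gives 133 and 134.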

Other observations

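The tests on peaks in this part were chosen after the result was seen, apart from the comparison of sites of the same width and the random placements anywhere on the chromosome.

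The *crel-2* lists hold fewer peaks than the wild-type lists. A lower read depth would give fewer peaks, but in the paper's S2 Table the *crel-2* libraries have on average 1.31 times the filtered reads of the wild-type libraries. That mean rests on *crel-2* replicate 2, with 18955276 filtered reads. The 11152289 of *crel-2* replicate 1 lie between the 12584778 and 10304840 of wild-type replicates 1 and 2. One of these values, that of wild-type replicate 1, is larger than the total reads listed for it. The same table of the paper gives between 10304840 and 10305609 reads per library after scaling to the lowest depth. Whether the lists were called before or after that scaling is not known, and their numbers of peaks are not those of that table.

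Regions near the calling threshold would at times have a peak in 1 replicate of the other genotype. Of the lost sites, 6.85% have a peak in at least 1 *crel-2* list, against 0.943% to 1.68% for sites placed at random outside the *crel-2* regions. Of the gained sites, 30.1% have one in at least 1 wild-type list, against 1.31% to 3.46% for sites placed outside the wild-type regions. Placed anywhere on the chromosome, means of 8.36% and 11.0% had one, so the lost sites change from below to above random placement with its kind. Neither kind of placement kept the place along the chromosome, which limits both as a measure of chance. A candidate explanation for part of the sites of both kinds is that they lie near the calling threshold in the other genotype. The other 8005 lost sites and 1336 gained sites have no peak in either list of the other genotype. For the lost sites, the share lost was 74.2% at 500 bp to under 1000 bp and 16.7% at 8000 bp or more. This gradient cannot decide the question, since 1 shared bp keeps a region from being lost and wide regions have more bases to share. The 3 widest lost sites, of 22087 bp to 27351 bp, have no *crel-2* peak in either list. The paper's own reading, that modestly enriched sites gain further signal in *crel-2*, predicts the same overlap, and the peak lists hold no heights that would part the 2 readings.

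Gained sites also lie elsewhere on the chromosomes than lost sites, with 47.7% against 19.9% in the central 50%. Width does not account for this. Among sites of 500 bp to under 1000 bp, gained sites lay there more often by 24.9 percentage points, and in all 5 width classes with at least 20 gained sites the order was the same. The place of all regions found in *crel-2* does not account for it fully either, as gained sites lay in the central 50% more often than shared regions on 10 of 12 chromosomes. On unplaced sequence were 5.86% of the gained and 1.31% of the lost sites. Between these lay the *crel-2* regions shared with wild type, with 3.83%, and the wild-type regions also found in *crel-2*, with 3.73%. Reads that map to repeated sequence were not tested, since the filter on mapping quality was low and no SL2.40 genome was used here. That the marks move towards gene-poor parts of the chromosomes in *crel-2* is a hypothesis that may be tested with an annotation of that build.

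*SlMBP8* (Solyc12g087830.2), for which the paper reports a rise in *crel-2* by qRT-PCR, had a log2 fold change of 0.29 (standard error 0.33, adjusted p-value 0.503 from DESeq2) over all *crel* lines in the authors' deposited table. Solyc02g080220.3, a target of qRT-PCR in S1 Table, had 0.92 (standard error 0.29, adjusted p-value 0.00915) in the authors' deposited table.

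The identifiers of the genes that agriGO mapped are of version 1 for 37 of 38 and of version 2 for the other, while 252 of the 431 upregulated genes are of version 3. The term analysis in S5 Table therefore rests on 8.82% of the upregulated genes, and genes of version 3 are absent from those it names.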
